# The role of CsrA in controls the extracellular electron transfer and biofilm production in *Geobacter sulfurreducens*

**DOI:** 10.3389/fmicb.2025.1534446

**Published:** 2025-03-11

**Authors:** Alberto Hernández-Eligio, Leticia Vega-Alvarado, Xinying Liu, Jessica Cholula-Calixto, Guillermo Huerta-Miranda, Katy Juárez

**Keywords:** CsrA post-transcriptional regulator, RNA-seq, biofilm, microbial fuel cell, current production

## Abstract

CsrA is a post-transcriptional regulator that controls biofilm formation, virulence, carbon metabolism, and motility, among other phenotypes in bacteria. CsrA has been extensively studied in γ-proteobacteria and firmicutes, However the cellular processes controlled for regulation in δ-proteobacteria remain unknown. In this work, we constructed and characterized the Δ*csrA* mutant strain in *Geobacter sulfurreducens* to determine the involvement of the CsrA protein in the regulation of biofilm and extracellular electron transfer. The Δ*csrA* mutant strain shows higher rates of insoluble Fe(III) reduction than the wild type using acetate as electron donor and the growth with fumarate and soluble (Fe(III)) was similar to wild type. Biofilm quantification and characterization by confocal laser scanning microscopy, showed that the Δ*csrA* mutant produces up to twice as much biofilm as the wild type strain and more than 95% viable cells. Transcriptome analysis by RNA-seq showed that in Δ*csrA* biofilms developed on an inert support, differentially expressed 244 genes (103 upregulated and 141 downregulated), including those related to extracellular electron transfer, exopolysaccharide synthesis, c-di-GMP synthesis and degradation. To validate the transcriptome data, RT-qPCR confirmed the differential expression of several selected genes in the Δ*csrA* strain. Also, current production in microbial fuel cells was performed and the Δ*csrA* strain produced 45–50% more current than the wild type. To identify the genes that changed expression in the Δ*csrA* strain in the graphite electrodes in an MFC, a transcriptome analysis was performed 181 genes changed their expression in the Δ*csrA* biofilms, of which 113 genes were differentially expressed only in MFC and 68 genes changed their expression as well as the transcriptome of biofilms grown on glass. *In silico* analysis of the 5′-UTR regions revealed that 76 genes that changed expression in the RNA-seq analysis have a consensus sequence for CsrA binding. To our knowledge this is the first report describing the involvement of CsrA in the regulation of extracellular electron transfer and biofilm in a member of the δ-proteobacteria.

## 1 Introduction

Bacteria have developed strategies to contend and adapt to diverse environmental challenges. As part of this response to various stimuli, bacteria change the expression of genes required for a given state, where transcriptional and post-transcriptional regulators are essential for coordinating gene expression patterns. Carbon storage regulator A (CsrA) is one of the most studied post-transcriptional regulators in bacteria. The global regulator CsrA controls a wide variety of cellular processes, including carbon metabolism (Morin et al., 2016; Revelles et al., 2013), biofilm formation (Wang et al., 2005; Silva-Rohwer et al., 2023), virulence (Vakulskas et al., 2015), motility (Wei et al., 2001; Oshiro et al., 2020), quorum sensing (Lenz et al., 2005), and stress response (Potts et al., 2019), among others. The regulatory mechanism of CsrA is based on its binding near or overlapping the Shine-Dalgarno ribosome binding site of the target messenger RNA (mRNA), promoting changes in structure, translation, stability, and translational elongation (Potts et al., 2019). CsrA binds to site-specific sequences in the mRNA, where the conserved GGA motif is present in a stem-and-loop structure, and is critical for RNA-protein interaction (Renda et al., 2020). Several studies in *Escherichia coli, Salmonella typhi*, and *Pseudomonas aeruginosa* show that CsrA is primarily a translational repressor, but there are examples where CsrA binds to the 5′-Untranslated Region (5′-UTR) of the *flhDC* mRNA to stabilize it, inhibiting its degradation by RNase E and thus promoting the expression of the master regulator of genes involved in flagellum biosynthesis (Vakulskas et al., 2015; Yakhnin et al., 2013). In γ-proteobacteria, CsrA is regulated by small noncoding RNAs of the CsrB/CsrC family. The noncoding RNA molecule employs multiple high-affinity binding sites to sequester an mRNA-binding regulatory protein away from its target mRNAs. On the other hand, in the firmicute *Bacillus subtilis* and the ε-proteobacterium *Campylobacter jejuni*, CsrA inhibits translation of the gene encoding the flagellin protein, but unlike in γ-proteobacteria, CsrA is regulated by interaction with the FliW protein (Bogacz et al., 2021; Oshiro et al., 2020). Although CsrA has been extensively studied in γ-proteobacteria and the CsrA protein is highly conserved among bacterial species, its function in δ-proteobacteria is unknown.

*Geobacter sulfurreducens* is a δ-proteobacterium living in the subsurface environment. This bacterium can couple the oxidation of organic compounds with the reduction of Fe(III) and Mn(IV) present in soil and sediments (Lovley et al., 2011). *G. sulfurreducens* can transfer its electrons beyond the cell to extracellular acceptors such as metals, electrodes in microbial fuel cells, and other microorganisms through a process called extracellular electron transfer (Bond and Lovley, 2003; Aklujkar et al., 2013; Rotaru et al., 2014). For extracellular electron transfer, *G. sulfurreducens* uses a set of *c*-type cytochrome proteins located in the inner membrane, periplasm, and outer membrane, in addition to cytochrome nanowires and extracellular conductive pili (Reguera et al., 2005; Ueki, 2021; Liu et al., 2021; Schwarz et al., 2024). *G. sulfurreducens* is a model for the study of extracellular electron transfer mechanisms, its genome has been sequenced and genetic tools for its manipulation have been developed (Methé et al., 2003; Coppi et al., 2001).

*G. sulfurreducens* is one of the most efficient bacteria to produce high power densities in microbial fuel cells (Nevin et al., 2008; Malvankar et al., 2012). The potential to produce high current densities is attributed to the fact that *G. sulfurreducens* can develop highly conductive biofilms in which extracellular long-range electron transfer is an indispensable process and is mainly driven by a network of pilin nanowires (Nevin et al., 2009; Malvankar et al., 2012; Wang et al., 2024). Other elements involved in the formation of conductive biofilms are *c*-type cytochromes, lipids, flagella, and exopolysaccharides (Nevin et al., 2009; Steidl et al., 2016; Liu et al., 2019). Mutations in genes encoding proteins involved in exopolysaccharide synthesis (GSU1501), cytochromes, and pili severely affect current production (Rollefson et al., 2011). Conversely, overexpression of the GSU1501 gene in *G. sulfurreducens* increases exopolysaccharide production, biofilm formation and current production (Zhuang et al., 2020). Despite the importance of conductive biofilm formation on electrodes in microbial fuel cells for the current generation, little is known about the regulatory mechanisms and protein regulators that control the genes involved in biofilm formation in *G. sulfurreducens*.

In this work, we investigated the role of CsrA in *G. sulfurreducens* and its involvement in regulating electroactive biofilm formation and extracellular electron transfer. To address the above questions, we generated the *csrA* mutant strain and characterized its biofilms using confocal laser scanning microscopy (CLSM). RNA-seq of biofilms of the Δ*csrA* strain grown on non-conductive supports reveals that 244 genes change their expression. We show that in microbial fuel cells, Δ*csrA* produces 40% more energy than the wild-type strain, and RNA-seq analysis of biofilms grown on MFC shows that 181 genes change their expression. Among the genes that changed their expression were those encoding *c*-type cytochromes, enzymes involved in exopolysaccharide synthesis, transcriptional regulators, hydrogenases, and efflux pumps. Our results demonstrate that in *G. sulfurreducens* CsrA is a global regulator that controls extracellular electron transfer and biosynthesis of conductive biofilms.

## 2 Materials and methods

### 2.1 Culture conditions, bacteria, and plasmids

The *G. sulfurreducens* strains (DL1 and Δ*csrA* mutant) (Supplementary Table 1) were routinely cultured anaerobically in either NBAF medium (20 mM of acetate and fumarate 40 mM, as donor and acceptor electron, respectively) or acetate-Fe(III) citrate medium (20 and 50 mM, respectively), as previously described (Coppi et al., 2001). Anoxic sterile antibiotic (300 μg/mL kanamycin) was added to acetate-fumarate plates during mutant strain selection. For growth curves and Fe(III) reduction assays *G. sulfurreducens* were incubated at 30°C. For biofilm grown on glass (inert support) or FTO supports, the *G. sulfurreducens* strains were incubated in NBAF medium without shaking at 25°C. *E. coli* strains DH5α, and S17-1 (Supplementary Table 1), were used for DNA manipulations, and for conjugation experiments, respectively.

### 2.2 Construction of Δ*csrA* mutant

To construct the *G. sulfurreducens* Δ*csrA* mutant strain we used the markerless deletion method (Chan et al., 2015). The flanking regions (794-bp upstream and 706-bp downstream) of *csrA* were amplified with the csrAFw1Bam/csrARv2quim and csrAFw3quim/csrARr4Eco oligonucleotides pairs (Supplementary Table 1) using genomic DNA as the template coupled with the Phusion High-Fidelity DNA Polymerase (Thermo). The flanking regions of *csrA* were joined in the second round of PCR, digested with *Bam*HI and *Eco*RI, and ligated into the same sites in the pK18mobsacB plasmid to generate pK18mobsacB-csrAdel.

The pK18mobsacB-csrAdel plasmid was transformed into the *E. coli* conjugative donor strain S17-1 to conjugate into the *G. sulfurreducens*. One milliliter of *G. sulfurreducens* (OD600 0.3) acetate-fumarate culture was pelleted on top of 1 ml of S17-1 culture carrying the pK18mobsacB-csrAdel plasmid, mixed on 0.22-μm-pore-size filters resting on acetate-fumarate agar plates in an anaerobic chamber, and incubated for 4 h, after which the mixture was streaked onto Km-containing acetate-fumarate plates. This procedure was followed to select *G. sulfurreducens* cultures with pK18mobsacB-csrAdel integrated into either flanking region of the target gene, as the plasmid cannot replicate in *G. sulfurreducens*. A gene deletion was selected on acetate-fumarate plates containing 10% sucrose and confirmed using PCR with primers flanking the deletion site (Supplementary Figure 1).

### 2.3 Complementation of Δ*csrA* mutant

To complement the Δ*csrA* mutant strain the pRG5.1-RRflg-*csrA* plasmid was constructed. This plasmid contains the *csrA* gene fused to the regulatory region of *flgJ* gene (RRflg). First, a 218- and 253-bp DNA fragments containing the RRflg and *csrA* gene, respectively, were amplified separately from chromosomal DNA using Phusion High-Fidelity DNA Polymerase coupled with RRflgEcoRIfw/RRflgNdeIrev and csrAFwNdeI/csrAHindIIIrev primers. The 218-bp RRflg was cloned into the pJET1.2 plasmid (Thermo) to generate the pJET-RRflg plasmid. The *csrA* gene was digested with *Nde*I and *Hind*III, and cloned into a similarly digested pJET-RRflg, resulting in pJET-RRflg-*csrA*. Then, *csrA* fused to RRflg was released from pJET-RRflg-*csrA* by digestion with *Eco*RI and *Hind*III, and cloned into similarly digested pRG5.1 giving rise to pRG5.1-RRflg-*csrA*. The pRG5.1-RRflg-*csrA* plasmid was sequenced to confirm the presence of an intact RRflg-*csrA* fusion and transformed into DL1 and Δ*csrA* strains.

### 2.4 RNA extraction

*G. sulfurreducens* cells recovered from biofilm both grown in glass and graphite electrode-respiring conditions were used for RNA-seq and RT-qPCR analyses. Briefly, for the cells from biofilm grown in glass, the culture was incubated in NBAF medium for 48 h at 25°C. Afterwards, the planktonic cells were separated from the biofilms formed at the bottom of the culture bottle (glass), and this was recovered with 1 mL to fresh NBAF and 100 μL RNAlater (Thermo). For the biofilms grown on a graphite electrode, the biofilm from anode assembled in an H-type MCF with FWAF medium was washed with PBS buffer and collected with 1 mL of FWAF and 100 μL of RNA*later* (Thermo). In both cases, the cells were stored at −70°C until use. For each biological sample, total RNA samples were extracted using the RNeasy mini kit (Qiagen), then they were examined with an Agilent 2100 Bioanalyzer and quantified using NanoDrop 200c (Thermo). The DNA contaminant was eliminated using DNase I (RNAse free) (Thermo).

### 2.5 RNA-seq analysis

RNA-Seq was performed using RNA samples extracted from *G. sulfurreducens* biofilms (DL1 and Δ*csrA* strains) from glass and anode electrode by duplicate, using independent samples. Illumina sequencing was performed at UUSMB (Unidad Universitaria de Secuenciación Masiva y Bioinformatica, UNAM, México). Briefly, ribosomal RNA was depleted using the Ribominus kit (Thermo), and the mRNA-enriched RNA was chemically fragmented to 150–200 bp. Based on these cleaved RNA fragments, cDNA libraries were synthesized using TruSeq Stranded mRNA kit (Illumina), after which they were purified using the Zymoclean Gel DNA Recovery Kit (Zymo Research). Libraries were sequenced on an Illumina NextSeq 500 sequencer. Differential expression analyses were performed through IDEAmex website (http://www.uusmb.unam.mx/ideamex/) (Jiménez-Jacinto et al., 2019) using four methods: edgeR (Robinson and Oshlack, 2010), DESeq2 (Anders and Huber, 2010), NOISeq (Tarazona et al., 2011), and limma (Ritchie et al., 2015). To identify differentially expressed genes, we selected those whose *p*-value were < 0.05 and fold change > 1.5, for each method. We considered as the best candidates, only genes that appeared differentially expressed in the four methods. The functional annotation of differentially expressed genes was obtained from Kyoto Encyclopedia of Genes and Genomes (KEGG) (Kanehisa and Goto, 2000), using our own R's scripts. RNA-seq transcriptome data were deposited in the NCBI Gene Expression Omnibus database under accession number GSE282747. Principal component analysis identified clustering of Δ*csrA* mutant strain with respect to DL1 strain both glass (Supplementary Figure 2A) and anode electrode (Supplementary Figure 2B).

### 2.6 Reverse transcription and quantitative PCR (RT-qPCR)

To validate the quality of RNA-seq data, 22 differentially expressed genes (nine upregulated and 13 downregulated) from biofilms grown in glass were selected for RT-qPCR analysis. mRNA was extracted as described in the section “RNA extraction”. cDNA synthesis was performed using 1 μg total RNA (DNA free), 20 pmol reverse primers specific for each gene evaluated, and the RevertAid H Minus First Strand cDNA Synthesis Kit (Thermo). Previously, the primers were evaluated for specific amplification by point-end PCR with genomic DNA (Supplementary Figure 3). Subsequently, qPCR was performed using a Maxima SYBR Green/ROX qPCR Master Mix (Thermo) with the Rotor-Gene Q (Qiagen). We used the next program: 95°C for 10 min, followed by 40 cycles of 95°C for 15 s, 60°C for 60 s. Gene-specific oligonucleotides used for RT-qPCR are shown in Supplementary Table 1, *recA* was used as an internal gene standard for PCR amplification. Normalized fold changes of the relative expression ratio were quantified using the 2^−ΔΔCT^ method (Livak and Schmittgen, 2001). All experiments were performed in triplicate, using independent samples, and their average values were calculated.

### 2.7 Analysis of biofilm and structure by CLSM

The biofilm structure and the ratio of live cells to dead cells were determined by confocal laser scanning microscopy (CLSM), as a previous report (Hernández-Eligio et al., 2022; Jaramillo-Rodríguez et al., 2023; Rodríguez-Torres et al., 2024). Fluorine-doped tin oxide (FTO) electrodes were used as supports for biofilm formation inside hermetically sealed test tubes in anaerobic conditions with NBAF medium as described in Culture conditions section. After removing the supports from the culture medium, the planktonic cells were removed from the biofilm with a mixture of 0.002 M cysteine and 0.9% saline isotonic solution (anoxic and sterile). Afterward, a mixture of dyes from the LIVE/DEAD^®^ BacLight Bacterial Viability kit (0.00334 mM SYTO9 and 0.02 M propidium iodide) dissolved in 0.9% saline isotonic solution and 0.1 M cysteine was added to the samples. The samples were dyed for 10 min, during which they were protected from any extraneous light sources. The dye was then washed with 0.002 M cysteine and 0.9% saline solution. Finally, images were captured with an Olympus FV1000 microscope at excitation wavelengths of 488 nm (green channel) and 559 nm (red channel). Imaging was performed using an immersion objective (LUMFLN 60 X 1.1 W). Fluorescence was obtained with a spectral detector at a 500–545 nm range (SDM560) for the green channel and a 570–670 nm range (Mirror) for the red channel. Images were acquired through the *Z*-axis of the biofilm at regular thickness intervals. Image analysis was performed using the Comstat2 (version 2.1) and Fiji (version 2.9.0) software (Heydorn et al., 2000; Schindelin et al., 2012).

### 2.8 Current production in microbial fuel cell

The current production of Δ*csrA* and wild type strains were compared in a two-chambered H-cell system as previously reported (Nevin et al., 2009). Graphite electrodes as the electron donor and graphite stick anodes (65 cm^2^) poised with a potentiostat 300 mV vs. Ag/AgCl as the electron acceptor. The cells were grown with acetate (10 mM)-fumarate (40 mM) medium, and once current production was initiated, the anode chamber received a steady input of fresh medium containing acetate (10 mM) and no fumarate. Current measurements were collected from potentiostat and data was analyzed with Chart 5 software. A schematic diagram of the MFC as shown in Supplementary Figure 4.

## 3 Results and discussion

### 3.1 Genetic organization of the *csrA* locus in *G. sulfurreducens*

The *csrA* gene is conserved among different *Geobacter* species (*G. sulfurreducens, G. metallireducens*, and *G. pickeringii*). In these bacteria, the *csrA* gene is part of a putative operon (*flgJMNKL-csrA-fliW*) with six genes that encode flagellar proteins (Figure 1A). The *csrA* locus is encoded on the negative strand in *G. sulfurreducens* strains (PCA, AM-1, KN400), and on the positive strand in *G. metallireducens* and *G. pickeringii*. In the latter, *csrA* overlaps with the *fliW* gene. Among *G. sulfurreducens* species (PCA, KN400, AM-1), CsrA shows 100% identity, while compared to *G. pickeringii* and *G. metallireducens* (GS-15), CsrA shows 83.54 and 82.25% identity, respectively. In contrast, *G. sulfurreducens* CsrA shares 45.9% identity with *E. coli* CsrA protein and 50% identity with *B. subtilis* CsrA. The residues arginine (R6) and glutamic acid (E46) involved in the regulatory activity of *E. coli* CsrA are conserved in *G. sulfurreducens* CsrA. In addition, the protein has a C-terminal extension and a conserved asparagine (N55) residue required for FliW antagonism in *B. subtilis* and *C. jejuni* (Mukherjee et al., 2016; Bogacz et al., 2021) (Figure 1B).

**Figure 1:**
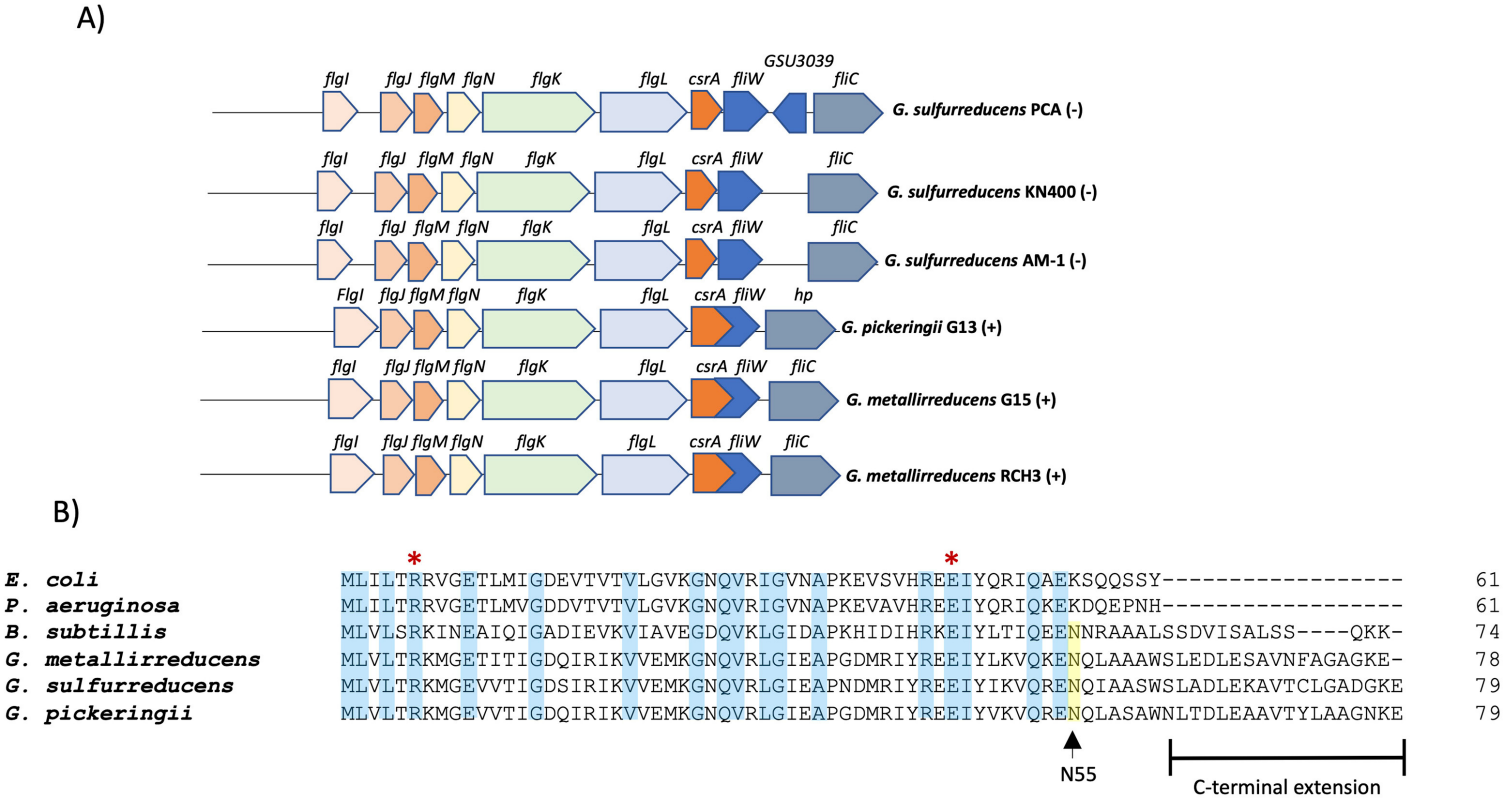
CsrA in *G. sulfurreducens*. **(A)** Organization and conservation of the csrA locus in different Geobacter species. The symbol “(+)” indicates that it is encoded in the positive strand and “(–)” indicates that it is encoded in the negative strand. **(B)** Primary sequence alignment of CsrA proteins from selected species: *Escherichia coli* (*E. coli*), *Pseudomonas aeruginosa* (*P. aeruginosa*), *Bacillus subtilis* (*B. subtilis*), *Geobacter sulfurreducens* (*G. sulfurreducens*), *Geobacter metallireducens* (*G. metallireducens*), *Geobacter pickeringii* (*G. pickeringii*). The blue box indicates positions with a fully conserved residue; the yellow box indicates the conserved N55 asparagine; the red asterisk indicates the conserved arginine (R) and glutamic acid (E) which are essential for RNA-binding activity in CsrA proteins.

To determine if *csrA* is co-transcribed with the *flgJMNKL-csrA-fliW* operon, total RNA isolated from DL1 and a primer corresponding to the 3′ end of *fliW* were used in a reverse transcription experiment to produce cDNA. This cDNA and primers corresponding to the 5′ end of *csrA, flgL, flgJ* and the 3′ end of *fliW* were used in a PCR that produced a DNA fragments of around 534, 1531, and 4,177-bp, respectively, indicating that *csrA* is transcribed with the *flgJMNKL-csrA-fliW* operon (Figures 2A, B).

**Figure 2:**
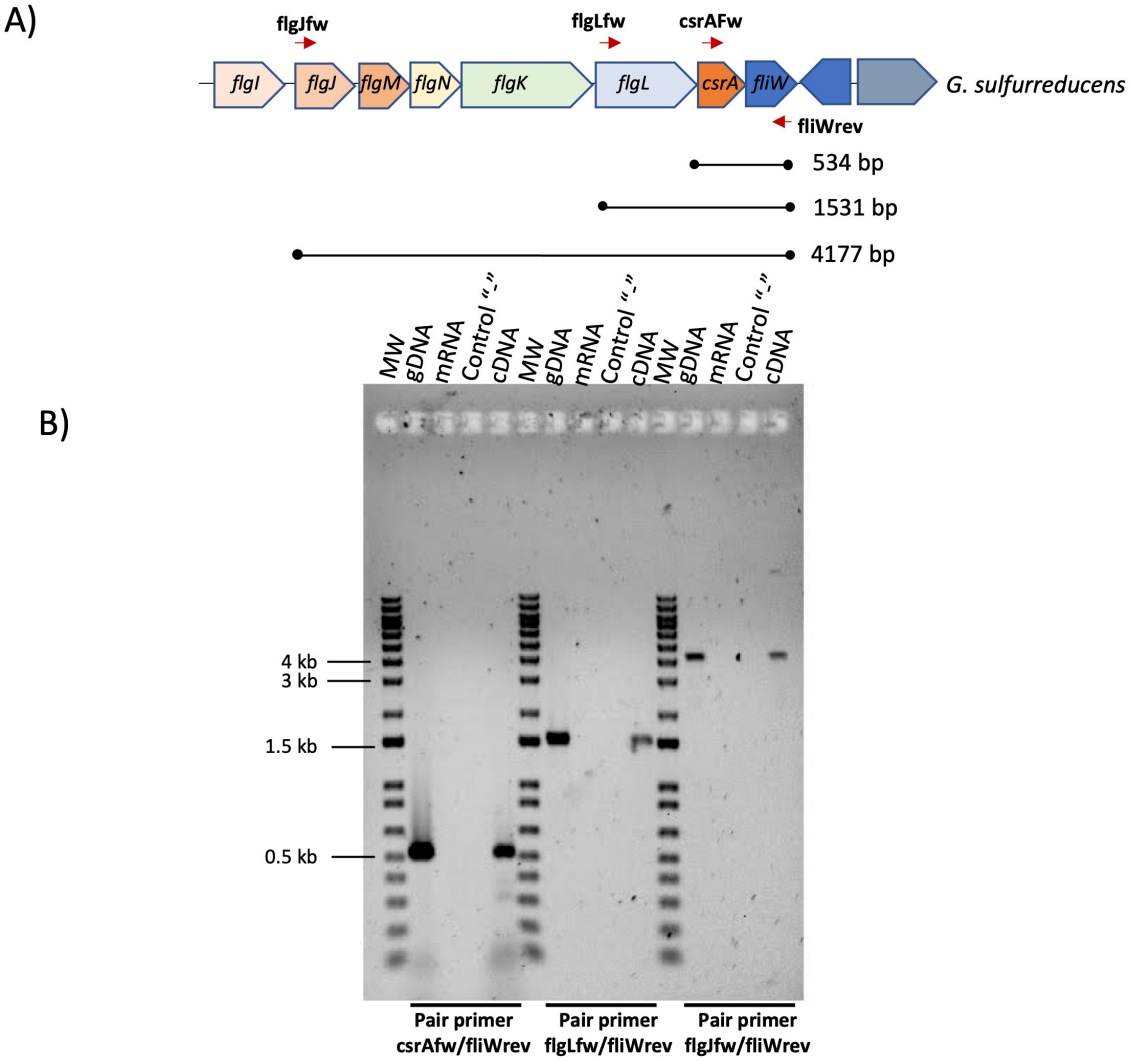
Determination of the *flgJMNKL-csrA-fliW* operon of *G. sulfurreducens*. **(A)** Gene map of the *flgJMNKL-csrA-fliW* operon. The thick arrows denote open reading frames. The lines between the closed circles below the arrows indicate the DNA regions amplified by PCR with the indicated primer pairs. The predicted molecular weight (MW) is shown. **(B)** RT-PCR was performed on total RNA isolated from *G. sulfurreducens* DL1 strain grown with acetate-fumarate. PCR was performed without a template (control “–”) or with mRNA, genomic DNA (gDNA), or cDNA as a template. As a MW we used 1 kb Plus DNA ladder (Invitrogen). Bottom from gel we indicated the pair primer used in each PCR reaction.

### 3.2 Effect of Δ*csrA* mutation in growth and Fe(III) reduction

To characterize the role of CsrA in *G. sulfurreducens*, we constructed the Δ*csrA* mutant strain using the scarlees gene deletion system, as described previously (Chan et al., 2015). The Δ*csrA* mutant strain growth is similar to the wild type strain in the presence of acetate-fumarate (Figure 3A). In addition, the Δ*csrA* mutant strain reduces soluble Fe(III) 1.5-fold more than the wild type strain (Figure 3B). These data suggest that CsrA may negatively regulate genes encoding proteins involved in electron transport.

**Figure 3:**
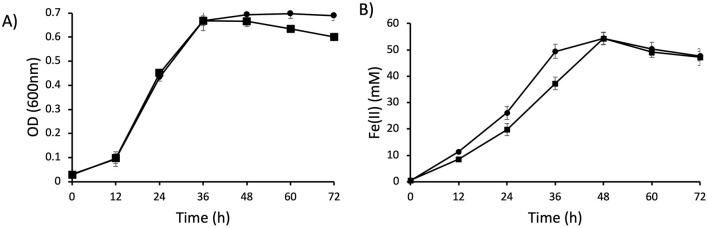
Growth and Fe(III) reduction of Δ*csrA* mutant. **(A)** Growth of DL1 and Δ*csrA* in NBAF (acetate-fumarate) medium. **(B)** Soluble Fe(III) reduction. Lines with square is DL1 and lines with circle are Δ*csrA* strain.

To confirm that the phenotype observed in Δ*csrA* strain related to growth and Fe(III) reduction was due to inactivation of the *csrA* gene, we also performed the complementation of this mutant strain. The plasmids pRG5.1 or pRG5.1-RRflg-*csrA* were transformed into the Δ*csrA* strain, as expected, the *csrA* strain with plasmids pRG5.1 or pRG5.1-RRflg-*csrA* showed a slight growth delay. We assumed that this effect may be a result of metabolic load, a phenotype previously observed in complementation strains in *G. sulfurreducens* (Juarez et al., 2009; Andrade et al., 2021; Hernández-Eligio et al., 2020) (Supplementary Figure 5).

### 3.3 *CsrA* negatively controls biofilm formation

In *E. coli*, CsrA controls biofilm formation by controlling the expression of *pgaABCD* genes (Wang et al., 2005). To determine whether the CsrA regulator is involved in the biofilm formation regulation, first we performed crystal violet staining assays in order to quantify the biofilm formation by Δ*csrA* and wild type strains at two different time periods. Deletion of CsrA increases the biofilm 2-fold more than the wild type at 48 h of incubation (Figure 4A). Also at 72 h, biofilm formation in Δ*csrA* strain is thicker than wild type strain. These results could indicate that CsrA is involved in biofilm formation in *G. sulfurreducens*.

**Figure 4:**
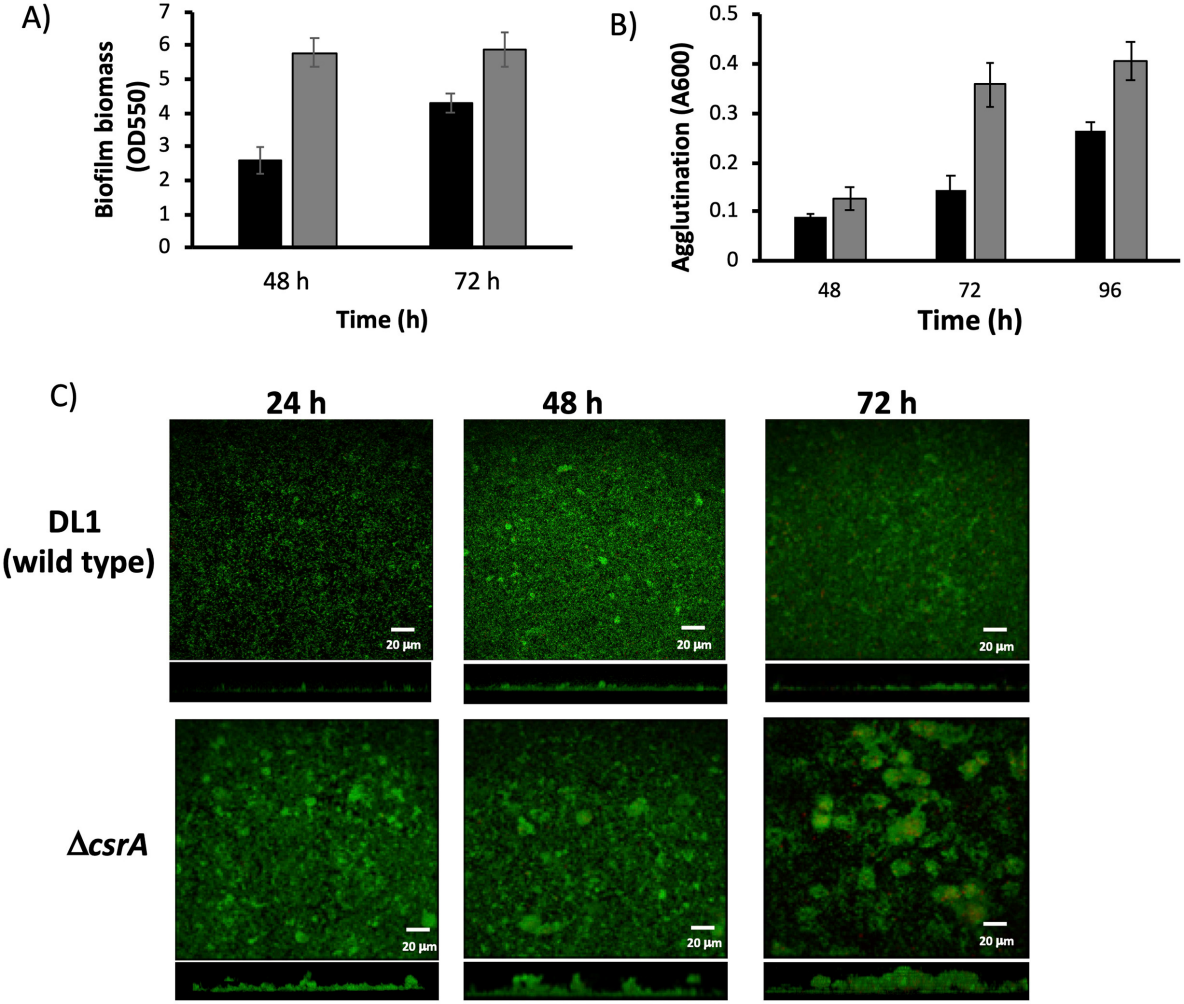
Characterization of biofilms and agglutination phenotypes of Δ*csrA* and wild type biofilms. **(A)** Biofilm biomass assessment by crystal violet of Δ*csrA* and DL1 strains. **(B)** Agglutination assay of Δ*csrA* and DL1 strains. In **(A, B)** the cells were grown with acetate-fumarate at 25°C for 48 and 72 h on the glass surface. Black bars are DL1 and gray bars are Δ*csrA*. **(C)** CLSM images of DL1 and Δ*csrA* biofilms grown on FTO-electrode in acetate-fumarate medium. The top and bottom panels illustrate the top and side view projections generated by CLMS of DL1 and Δ*csrA* biofilms at 24, 48, and 72 h. Live and dead cells are indicated in green and red, respectively. Red spots correspond to dead cells.

*In G. sulfurreducens*, the agglutination phenotype is related to pili production (Reguera et al., 2007). To determine if CsrA is involved in pili regulation, the agglutination phenotype in acetate-fumarate was determined at 25°C for 48, 72, and 96 h incubation periods in Δ*csrA* and wild type strains (Figure 4B). At 48 h, the Δ*csrA* strain agglutinated 0.4-fold more than the wild type, and at 72 and 96 h, the agglutination was increased 2.4- and 1.5-fold higher in the Δ*csrA* than the wild-type strain, respectively, suggesting that CsrA also regulates pilus formation, probably by controlling the translation of the *pilA* gene.

### 3.4 CLSM analysis

In previous work from our group, we have used Fluorine-doped tin oxide (FTO) electrodes to characterize the structure and development of biofilms of wild type and mutant strains of *G. sulfurreducens* using CLSM (Huerta-Miranda et al., 2019; Hernández-Eligio et al., 2022; Jaramillo-Rodríguez et al., 2023; Rodríguez-Torres et al., 2024). FTO electrodes are an excellent support material for the development of *G. sulfurreducens* biofilms as it promotes the development of thick and electroactive biofilms. To characterize the structure and development of biofilms on FTO electrodes by wild type and Δ*csrA* strains, biofilms were grown in the presence of acetate-fumarate and then analyzed by CLSM at three time periods (24, 48, and 72 h). Figure 4C (top) shows the CLSM images of the wild type biofilm at 24, 48, and 72 h. The wild type biofilm shows a slow development, with an increase in biomass and thickness at 48 h, which remains constant until 72 h. In the last time period, some dead cells (red dots) were observed in the biofilms of the wild type strain, which is consistent with a slight decrease in cell viability (Table 1). On the other hand, Figure 4C (bottom) shows the biofilm of the Δ*csrA* strain analyzed at the same incubation periods. The thickness of the biofilm of Δ*csrA* increases to almost double that of the wild type biofilm at 24 h, becoming up to 2.2-fold thicker than the wild type biofilm at 48 and 72 h. The biofilms of the Δ*csrA* strain contain a high percentage of viability, reaching >95% (Table 1).

**Table 1:** Biofilms parameters: thickness, roughness coefficient, substrate coverage, and viability.

		**Strain**	
	**Growth time/h**	**DL1**	**Δ*csrA***
Thickness/μm	24	6.88 ± 0.23	12.48 ± 1.35
	48	8.48 ± 1.35	18.66 ± 4.81
	72	9.75 ± 2.01	21.92 ± 13.24
Roughness coefficient	24	1.93 ± 0.03	1.56 ± 0.12
	48	1.59 ± 0.02	1.48 ± 0.11
	72	1.45 ± 0.16	1.65 ± 0.07
Substrate coverage %	24	4.79 ± 1.34	25.57 ± 8.89
	48	22.10 ± 2.27	29.95 ± 2.96
	72	21.05 ± 1.42	22.74 ± 4.31
Viability %	24	96.29 ± 1.82	97.47 ± 0.35
	48	97.19 ± 0.03	97.07 ± 2.92
	72	92.26 ± 5.18	95.83 ± 1.69

Values obtained from CLSM analysis.

The other parameters analyzed by CLSM are presented in Table 1. The roughness coefficient, a variable related to the thickness and heterogeneity of the biofilms, is similar in the biofilms of both strains, indicating that the biofilms are heterogeneous. In the biofilms of the Δ*csrA* strain, cell aggregates are observed at 48 h, increasing in thickness until 72 h, resulting in a maximum roughness coefficient of 1.6 in the same period. Finally, the substrate coverage value in wild-type biofilms is low at 24 h and increases at 48 and 72 h, while the substrate coverage values of Δ*csrA* biofilms are high in all three time periods, suggesting that the Δ*csrA* strain is more efficient in the electrode colonization process.

### 3.5 Transcriptome of Δ*csrA* biofilm formed in glass support

To investigate the role of CsrA as a regulator of biofilm formation in *G. sulfurreducens*, we performed RNA-seq transcriptome analysis of Δ*csrA* and wild type biofilms grown for 48 h. 

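The RNA-seq libraries of glass biofilms came from 2 replicates of the Δ*csrA* strain and 2 replicates of DL1, the wild type strain, grown for 48 h at 25°C. The authors deposited the number of reads counted on each gene without normalization, beside their TMM-normalized values and their own edgeR comparison. The total counts were 36765053 and 39321244 in the Δ*csrA* libraries and 29812134 and 34407102 in the DL1 libraries. Ribosomal RNA took 93.3 and 95.9% of these counts in Δ*csrA* and 97.3 and 97.7% in DL1. Outside rRNA and tRNA, 2452033 and 1613764 counts remained in Δ*csrA* and 796857 and 797280 in DL1, and the median gene of this part had 299 and 180 counts in Δ*csrA* but 57 and 58 in DL1. The table lists 2601 genes, and each of them has more than 1 CPM, taken over the total counts, in at least 2 libraries. Of these genes, 723 passed this limit in both Δ*csrA* libraries and in neither DL1 library, and 11 passed it the other way around. The raw counts were normalized here with edgeR's TMM method, whose factors were 2.44 and 1.40 for Δ*csrA* and 0.586 and 0.50 for DL1, and edgeR's filter on low counts removed no gene. The strains were compared with edgeR's quasi-likelihood F test, with the log2 fold change coded as Δ*csrA* over DL1 and the standard error (SE) taken as the size of the log2 fold change over the square root of F. A gene is called differentially expressed here at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1.5. The test was repeated without each library in turn, where the lone library of a strain is assumed to vary like the others. Counting intervals cover counting error only, since reads of one PCR product are not independent molecules. Gene names other than those the paper gives come from the assembly ASM798v2 of *G. sulfurreducens* PCA, in which 2673 of the 2680 identifiers of both tables were found.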

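The gene *csrA* (GSU3041) itself is not analysed here, because it is not among the genes that pass the limit on CPM. Its neighbours on both sides were. For *fliW* (GSU3040), 2 and 5 reads were counted in Δ*csrA* and 39 and 35 in DL1, a log2 fold change of −5.35 ± 0.59 (SE, n = 2 libraries per strain, adjusted p = 2.40e-05). Without each library in turn, this fold change lay between −6.37 (without Δ*csrA* replicate 2) and −4.50. For *flgL* (GSU3042), 8 and 4 reads stood against 71 and 85, a log2 fold change of −5.72 ± 0.40 (adjusted p = 9.93e-07). Farther along the locus, *flgK* (GSU3043) had a log2 fold change of −2.11 ± 0.27 (adjusted p = 8.69e-05), and GSU3044, between *flgK* and *flgM* in the assembly, had −1.26 ± 0.34 (adjusted p = 0.0114), which is under the fold threshold. Without Δ*csrA* replicate 1, GSU3044 passed it at −1.61. With library totals in place of TMM factors, an alternative chosen after the data were seen, *flgK* lost its call at −0.27 and GSU3044 changed sign, to 0.61. The remaining genes of the operon, *flgM* (GSU3045) and GSU3046, are not analysed here.

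**Figure D1:**
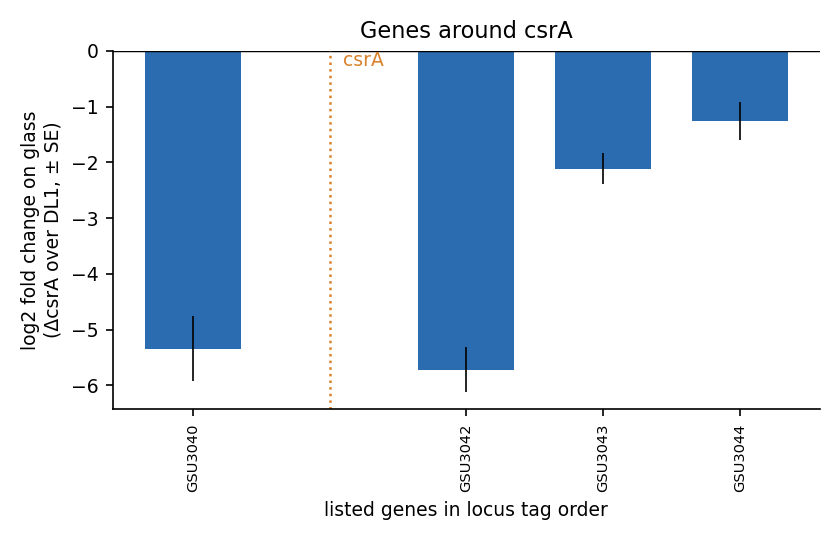
Log2 fold change (Δ*csrA* over DL1, bars with SE, 2 libraries per strain) on glass of the listed genes around *csrA*, whose place is the dotted line. The bars of *fliW* and *flgL* beside the line, at −5.35 and −5.72, are the longest, and those of *flgK* and GSU3044, at −2.11 and −1.26, are shorter.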

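In the glass libraries, 351 of the 2601 genes were called, 189 of them higher and 162 lower in Δ*csrA* than in DL1. The 351 include all 244 genes of the paper's Supplementary Table 2, each in the direction given there. Of the other 107 genes, 86 were higher and 21 lower in Δ*csrA*, and the 86 had a median of 1.47 normalized CPM in Δ*csrA* against 12.7 for the higher genes of the paper's list. Without each library in turn, between 330 and 396 genes were called. With upper-quartile factors, which move the median log2 fold change of all genes by 0.19, 374 genes were called, and 262 of them were higher and 112 lower. With rRNA and tRNA left out, 346 genes were called, 188 of them higher and 158 lower. The count moved most with library totals in place of TMM factors, an alternative chosen after the data were seen, to 1702 genes, 1685 of them higher, as the median log2 fold change of all genes rose to 1.86. Such totals are mostly rRNA, whose share differs between the strains. Under that scaling, 27 of the 136 genes named on glass lost their call, 21 gained one and another 14, called under one or both scalings, changed sign. The largest rises were those of GS_RS16380 (5.48 ± 0.33), GS_RS16375 (4.87 ± 0.34), GSU3274 (4.72 ± 0.37), GSU3270 (4.44 ± 0.37) and GS_RS16385 (4.16 ± 0.29), as log2 fold change ± SE. After *flgL* and *fliW*, the largest falls were those of *ppcB* (GSU0364, −5.22 ± 0.32), GSU1001 (−4.80 ± 0.38) and GSU2663 (−4.68 ± 0.31). The adjusted p of these 8 genes lay between 8.72e-07 and 2.52e-06. From genes that rise and genes that fall in the mutant, the paper proposes that CsrA may be an activator or a repressor.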

A total of 244 genes (103 upregulated and 141 downregulated) showed significant differential expression in Δ*crsA* biofilms to wild type biofilms, suggesting that CsrA may act as either an activator or a repressor in *G. sulfurreducens* (Supplementary Table 2). These genes were grouped into 15 functional categories (Figure 5). 

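Every gene of Supplementary Table 2 was called here in the direction of that table, and its categories differ in their balance of directions. Of the 20 transport genes 16 were higher in Δ*csrA*, with a median log2 fold change of 2.03 over the category, and of the 17 genes of carbohydrate metabolism 13 were higher, with a median of 2.15. Lower genes prevailed among the 25 genes of regulatory functions and transcription, of which 18 fell (median −1.64), and among the 21 genes of energy metabolism and electron transport, of which 13 fell (median −1.73). The 69 genes of unknown function held 42 lower genes and spanned log2 fold changes from −4.80 to 5.48. The category "others", with 47 genes, held 35 lower genes and spanned −5.72 to 3.04. With DESeq2 in place of edgeR, every gene of these categories was called in the same direction. The study kept only genes that both tools called on these libraries, so this could hardly come out otherwise. With upper-quartile factors, 33 of the 244 genes of the table were not called. With rRNA and tRNA left out, the 3 genes not called were the rRNA or tRNA genes of the table themselves. With library totals in place of TMM factors, 124 of the 244 were not called, and 17 of all calls were lower. Such totals are mostly rRNA, whose share differs between the strains. These balances depend on the scaling.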

The functional categories with a higher number of differentially expressed genes in Δ*csrA* biofilms are: unknown functions (69), others (47), regulatory functions (25), energy and metabolism (21), transport (20), and carbohydrate metabolism (17). 

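On variance-stabilized counts (DESeq2) of the 500 most variable genes of the glass libraries, the first principal component held 90.8% of the variance and the second 6.42%. On the first component the Δ*csrA* libraries lay at 23.3 and 19.7 and the DL1 libraries at −20.4 and −22.6. The second component split the replicates of each strain, at 3.10 and −3.77 in Δ*csrA* and at 7.65 and −6.99 in DL1. The first component held 83.4% of the variance over all genes and 87.4% on log2 CPM.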

Principal component analysis (PCA) highlighted distinct clustering of replicate strains, with the most significant variance (94%) between Δ*csrA* and DL1 strain being captured by the first principal component (PC1) (Supplementary Figure 2A). Only genes that showed differential expression (*p* < 0.05 and logFC > 1.5) by the four statistical methods evaluated in this study, limma, DESeq2, edgeR, and NOISeq, were included. 

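At the thresholds named above, DESeq2's Wald test called 327 genes on glass, limma-voom 348, edgeR's exact test 356 and its quasi-likelihood test 351. The quasi-likelihood test, DESeq2 and limma-voom together called 318 genes, 161 higher and 157 lower in Δ*csrA*, and NOISeq is not used here. Each of these sets holds all 244 genes of Supplementary Table 2. That list was itself selected with edgeR, DESeq2 and limma on these libraries, so this is not independent evidence. In the authors' deposited table, whose edgeR log2 fold changes are coded in the opposite direction, 356 genes pass the same thresholds, 194 higher and 162 lower in Δ*csrA*. An unadjusted p under 0.05 in place of the adjusted one called 358 genes, and a fold change above 1.5 on the linear scale called 996.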

A total of 244 genes (103 upregulated and 141 downregulated) showed significant differential expression in Δ*crsA* biofilms to wild type biofilms, suggesting that CsrA may act as either an activator or a repressor in *G. sulfurreducens* (Supplementary Table 2). These genes were grouped into 15 functional categories (Figure 5). The functional categories with a higher number of differentially expressed genes in Δ*csrA* biofilms are: unknown functions (69), others (47), regulatory functions (25), energy and metabolism (21), transport (20), and carbohydrate metabolism (17).

**Figure 5:**
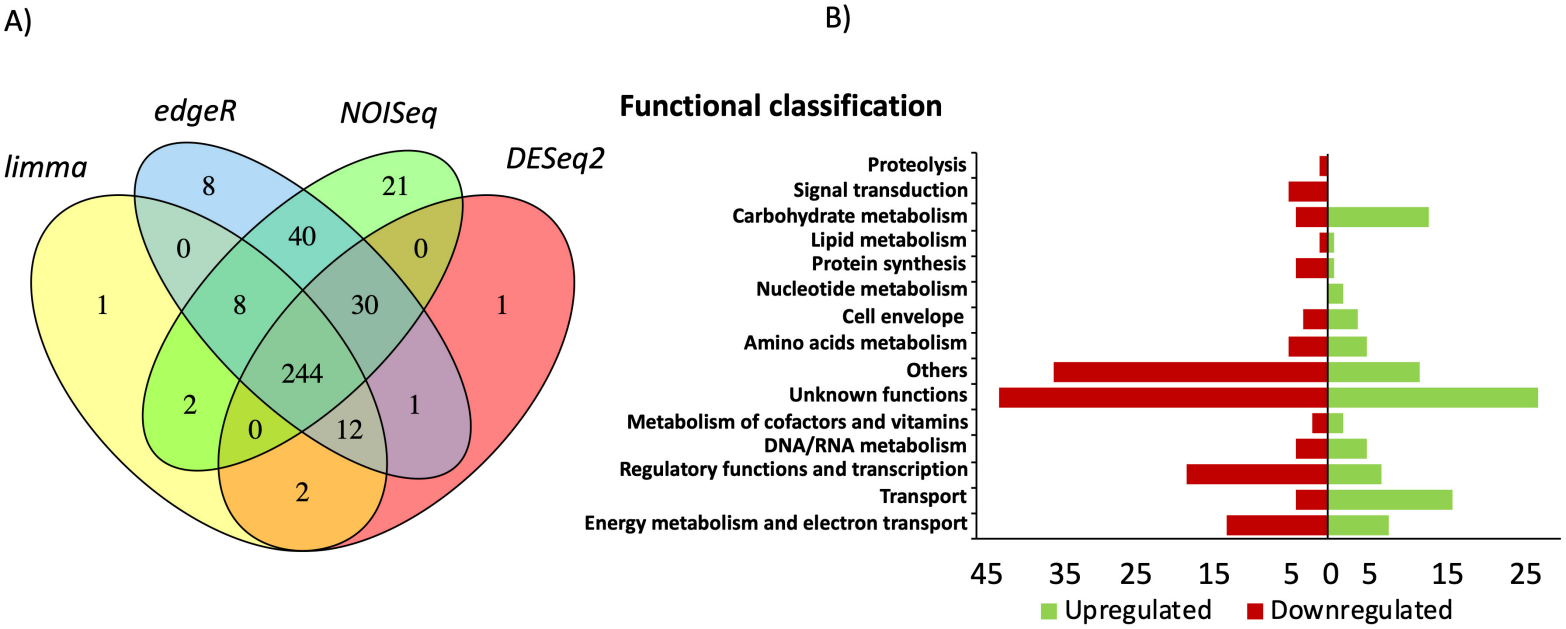
Transcriptional analysis results in Δ*csrA* vs. wild-type biofilms grown in glass. **(A)** Venn diagram of differentially expressed genes identified using limma, edgeR, NOISeq, and DESeq2 statistical methods. **(B)** Functional classification of the genes that were differentially expressed in Δ*csrA* vs. wild-type biofilms.

### 3.6 RT-qPCR of selected genes with changes in RNA-seq

To validate the data obtained in the RNA-seq analysis, we quantified the expression of some differentially expressed genes by RT-qPCR, selected genes related to transport (*feoB*-2, GSU0972), cytochromes c (GSU3274, *ppcB, omcH*), transcriptional regulators (GSU0470, *gnfR*, GSU0018), diguanylate cyclases (GSU1554, GSU2044), hypothetical proteins (GSU3409, GSU0597, GSU3410), carbohydrate metabolism (*rmlB*, GSU1970), nucleotide metabolism (GSU2236), cell envelope (GSU1963), amino acids metabolism (GSU3142), proteolysis (GSU1944), and others (GSU3014, GSU0490, GSU1496) (Table 2).

**Table 2:** RT-qPCR validation of differentially expressed genes elucidated by RNA-seq.

**Locus ID**	**Description**	**Functional category**	**Avg Δ*csrA*/Avg DL1**
GSU2366	*rmlB*, dTDP-glucose 4,6-dehydratase	Carbohydrate metabolism	1.5 ± 0.05
GSU3268	*feoB*-2, ferrous iron transport protein B	Transport	1.64 ± 0.25
GSU3274	cytochrome c, 1 heme-binding site	Energy metabolism and electron transport	1.87 ± 0.02
GSU2236	*relA*, GTP diphosphokinase	Nucleotide metabolism	3.37 ± 1.87
GSU1963	Undecaprenyl-diphospho-oligosaccharide flippase	Cell envelope	4.73 ± 0.16
GSU3142	*aroG-2*, 3-deoxy-7-phosphoheptulonate synthase	Amino acids metabolism	3.57 ± 0.09
GSU0972	ATPase, AAA family	Transport	6.97 ± 2.05
GSU1970	*neuB*, N-acetylneuraminate synthase	Carbohydrate metabolism	2.28 ± 0.53
GSU0470	σ54-dependent transcriptional response regulator	Regulatory functions and transcription	1.87 ± 0.46
GSU0364	*ppcB*, cytochrome c	Energy metabolism and electron transport	0.04 ± 0.04
GSU1496	*pilA-N*, geopilin domain 1 protein	Others	0.01 ± 0.01
GSU1944	PEP motif-containing protein	Proteolysis	0.02 ± 0.03
GSU3014	metal-dependent phosphohydrolase	Others	0.04 ± 0.04
GSU0490	*ato-1*, succinyl:acetate coenzyme A transferase	Others	0.03 ± 0.04
GSU2883	*omcH*, cytochrome c	Energy metabolism and electron transport	0.26 ± 0.27
GSU2822	*gnfR*, response regulator	Regulatory functions and transcription	0.06 ± 0.04
GSU3409	Hypothetical protein	Unknown functions	0.61 ± 0.04
GSU0597	Hypothetical protein	Unknown functions	0.15 ± 0.09
GSU3410	Hypothetical protein	Unknown functions	0.19 ± 0.07
GSU0018	Transcriptional regulator, GntR family/aminotransferase class-I	Regulatory functions and transcription	0.35 ± 0.27
GSU1554	Diguanylate cyclase	Signal transduction	0.03 ± 0.02
GSU2044	Sensor diguanylate cyclase/phosphodiesterase	Signal transduction	0.25 ± 0.18

High expression of GSU3274, GSU2236, GSU3142, and GSU0470, as well as the genes encoding the transporters GSU0972 and *feoB*-2, and the carbohydrate-synthesis-related genes GSU1970, GSU1963 and *rmlB* was verified in Δ*csrA* biofilms. 

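In the RNA-seq libraries, all 9 of these genes were called higher in Δ*csrA* biofilms. The log2 fold change of GSU3274, given above, was 5.79 without DL1 replicate 1, and that of *rmlB* (GSU2366), 4.14 ± 0.84 (SE, n = 2 libraries per strain; adjusted p = 0.00203), rests on 119 and 43 reads in Δ*csrA* and on 0 and 2 in DL1. Summed over the libraries of each strain, this is a ratio of 19.4 with a 95% exact counting interval of 5.29 to 162, and without DL1 replicate 2, the only DL1 library with reads, the fitted value was 8.85. The transporter gene *feoB*-2 (GSU3268) rose by 3.93 ± 0.25 on the log2 scale, from 153 and 164 reads in DL1 to 14327 and 6580 in Δ*csrA* (adjusted p = 8.72e-07). GSU3142 rose by 3.58 ± 0.28, GSU0972 by 2.73 ± 0.21, GSU2236 by 2.56 ± 0.39 and GSU1963 by 2.48 ± 0.44, which rests on 10 and 4 reads in DL1 and was 3.27 without DL1 replicate 1 and 1.98 without DL1 replicate 2. GSU0470 rose by 2.45 ± 0.31 and GSU1970 by 1.80 ± 0.34 (adjusted p = 0.00124). Each of the 9 calls held without each library in turn.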

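In the glass libraries, GSU3410 took 7.44 and 10.1% of the counts outside rRNA and tRNA in DL1 and 1.33 and 1.93% in Δ*csrA*. Its log2 fold change was −3.12 ± 0.34 (SE, n = 2 libraries per strain; adjusted p = 2.39e-05). GSU3409, beside it in the assembly, fell by 2.84 ± 0.23 (adjusted p = 2.26e-06). GSU0597 had the smallest change of the 3 genes, −1.74 ± 0.27 (adjusted p = 0.000350), and without DL1 replicate 2 it lost its call at −1.32. With library totals in place of TMM factors, none of the 3 genes was called, and GSU0597 changed sign, to 0.11.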

While we found down expression of genes encoding the hypothetical proteins GSU3409, GSU0597, GSU3410. In addition, the genes encoding the putative diguanylate cyclases GSU1554 and GSU2044, as well as the cytochromes *ppcB* and *omcH* are downregulated in Δ*csrA* biofilms. 

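The cytochrome gene *ppcB* (GSU0364) had 41 and 22 reads in Δ*csrA* and 216 and 345 in DL1, and its call held without each library in turn, with log2 fold changes between −5.53 and −4.83. The diguanylate cyclase gene GSU1554, with 44 and 7 reads against 50 and 32, had a log2 fold change of −2.84 ± 0.52 (adjusted p = 0.00116), and the value was −4.18 without Δ*csrA* replicate 1 and −2.23 without Δ*csrA* replicate 2. GSU2044 fell by 2.79 ± 0.27 (adjusted p = 8.67e-06). The change of *omcH* (GSU2883), −1.57 ± 0.28 (adjusted p = 0.00104), lies next to the fold threshold. It lost its call without Δ*csrA* replicate 2 at −1.42, without DL1 replicate 1 at −1.25, with upper-quartile factors at −1.39, with at least 10 counts required in every library at −1.47 and with all 8 libraries in one fit at −1.48. With library totals in place of TMM factors, only *ppcB* of these 4 genes was called and *omcH* changed sign, to 0.26.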

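In the glass libraries, GSU3014 had a log2 fold change of −4.63 ± 0.46 (SE, n = 2 libraries per strain; adjusted p = 1.08e-05) from 63 and 39 reads in DL1 to 12 and 5 in Δ*csrA*. For GSU1944 it was −4.39 ± 0.48 (adjusted p = 2.42e-05), with −3.57 without Δ*csrA* replicate 1 and −5.59 without Δ*csrA* replicate 2, and for the regulatory gene GSU2822 −3.60 ± 0.47 (adjusted p = 9.14e-05). For *pilA* (GSU1496, *pilA-N*), the normalized CPM fell from a mean of 31.0 in DL1 to 3.79 in Δ*csrA*, a log2 fold change of −3.05 ± 0.30 (adjusted p = 8.67e-06). The log2 fold change of GSU0490 was −2.89 ± 0.22 and that of GSU0018 −2.13 ± 0.23. Each of the 6 calls held without each library in turn, and with library totals in place of TMM factors only GSU1944, GSU3014 and GSU2822 kept theirs.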

Finally, the decreased expression of *pilA*, GSU1944, GSU3014, GSU0490, and the transcriptional regulatory genes GSU2822 and GSU0018 were confirmed in the Δ*csrA* biofilms (Table 2). Although the expression values in the RNA-seq dataset are different from the RT-qPCR results, the expression trend is the same, suggesting a high reliability of the RNA-seq results.

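All 22 genes of Table 2 had a log2 fold change on glass with the sign of the paper's RT-qPCR ratio, 9 above and 13 below a ratio of 1. All 22 were called when adjusted over all genes, and all 22 when adjusted over the list alone, which is not independent evidence, as the study chose the list on these samples. Across the 22 genes, which are not independent replicates, Pearson's r between the log2 fold change and the log2 of the ratio was 0.875 and Spearman's rho 0.808, values that a list of clearly raised and clearly lowered genes with matching signs makes high by itself. Within the 9 raised genes Pearson's r was −0.45 (two-sided permutation test, p = 0.219) and within the 13 lowered genes 0.535 (permutation test as before, p = 0.0618), so a relation in size was not shown within either group. The ratio was closer to 1 than the fold change in 8 of the 9 raised genes and farther from 1 in 8 of the 13 lowered genes. The median of the log2 ratio minus the log2 fold change was −0.71, with single genes from −3.81 to 2.12. The errors that the paper gives for its ratios were not used here. For several lowered genes they are as large as the ratio or larger, so these sizes are uncertain. With library totals in place of TMM factors, 20 of the 22 signs matched, and with at least 10 counts required in every library 15 genes were left, all with a matching sign. The RT-qPCR reference gene *recA* (GSU0145) had a log2 fold change of 0.80 ± 0.24 on glass (adjusted p = 0.0184), under the fold threshold, which it passed with library totals in place of TMM factors (2.67), and was higher in both Δ*csrA* libraries than in both DL1 libraries. From the shared direction, the paper proposes that the RNA-seq results are reliable.

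**Figure D2:**
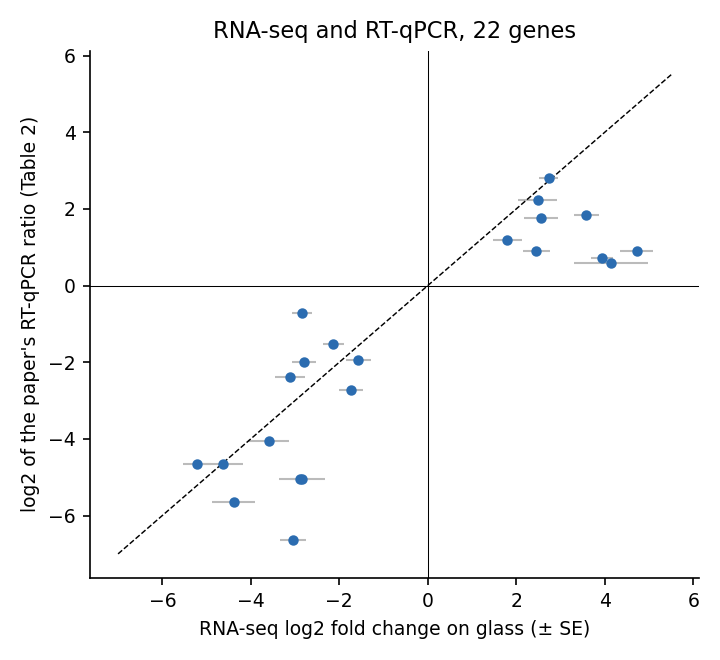
RNA-seq log2 fold change on glass (points with SE, 2 libraries per strain) against the log2 of the paper's RT-qPCR ratio for the 22 genes of Table 2, both as Δ*csrA* over DL1, with the line of equal values dashed. All 22 points have the same sign on both axes and lie between −5.22 and 4.72 on the RNA-seq axis. Errors of the RT-qPCR ratios are not drawn.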

### 3.7 Current generation by Δ*csrA* strain

To determine the current production of the Δ*csrA* mutant strain, cells were grown in two-chamber MFC. Cells were grown on acetate-fumarate and an inoculum harvested during the exponential phase was transferred anaerobically to the anode chamber with a graphite electrode. A constant flow of acetate was maintained at the anode after the current was started. As shown in Figure 6, the DL1 strain began to generate current at day 3 and reached a plateau at day 7. The DL1 reached a maximum current of 10 mA after 10 days. On the other hand, the Δ*csrA* strain started to generate current on day 1 and reached a maximum of 14.7 mA on day 9. After both strains reached the current production plateau, the Δ*csrA* strain produced 45–50% more current than the DL1 strain. The increase in current by Δ*csrA* strain may be due to the fact that several genes involved in extracellular electron transfer *c*-type cytochromes and those encoding enzymes involved in exopolysaccharide synthesis are upregulated in the biofilms. To investigate this possibility, electrodes were removed at the end of MFC operation and biofilms were collected for transcriptome analysis by RNA-seq.

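The RNA-seq libraries of biofilms from graphite electrodes came from 2 replicates of Δ*csrA* and 2 of DL1, taken after 2 weeks in the MFC. Their table has the same columns as that of the glass biofilms and was processed here in the same way. The total counts were 31508013 and 31925723 in Δ*csrA* and 35002724 and 33195681 in DL1. Ribosomal RNA took 95.2 and 94.5% of them in Δ*csrA* and 96.6 and 97.4% in DL1, and 1515844 and 1757421 counts outside rRNA and tRNA remained in Δ*csrA* against 1176258 and 871852 in DL1. The median gene of this part had 104 and 110 counts in Δ*csrA* and 71 and 62 in DL1. The transfer-messenger RNA *ssrA* alone took between 21.9 and 28.6% of the counts outside rRNA and tRNA, and GSU1079 between 13.7 and 22.5%. The table lists 2137 genes, each above 1 CPM in at least 2 libraries, and 358 of them passed that limit in both Δ*csrA* libraries alone and 32 in both DL1 libraries alone. The TMM factors were 1.27 and 1.35 for Δ*csrA* and 0.806 and 0.725 for DL1. The biological coefficient of variation that edgeR estimated was 0.123, against 0.186 on glass. The variance that edgeR shares across genes weighed as 80.9 prior degrees of freedom, against 10.3 on glass. This makes p-values on graphite electrodes far smaller with as few libraries, so their sizes are not comparable between supports. Both tables share 2058 genes, on which the strain by support interaction was tested with all 8 libraries in one edgeR fit, coded as the log2 fold change on graphite electrodes minus that on glass.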

**Figure 6:**
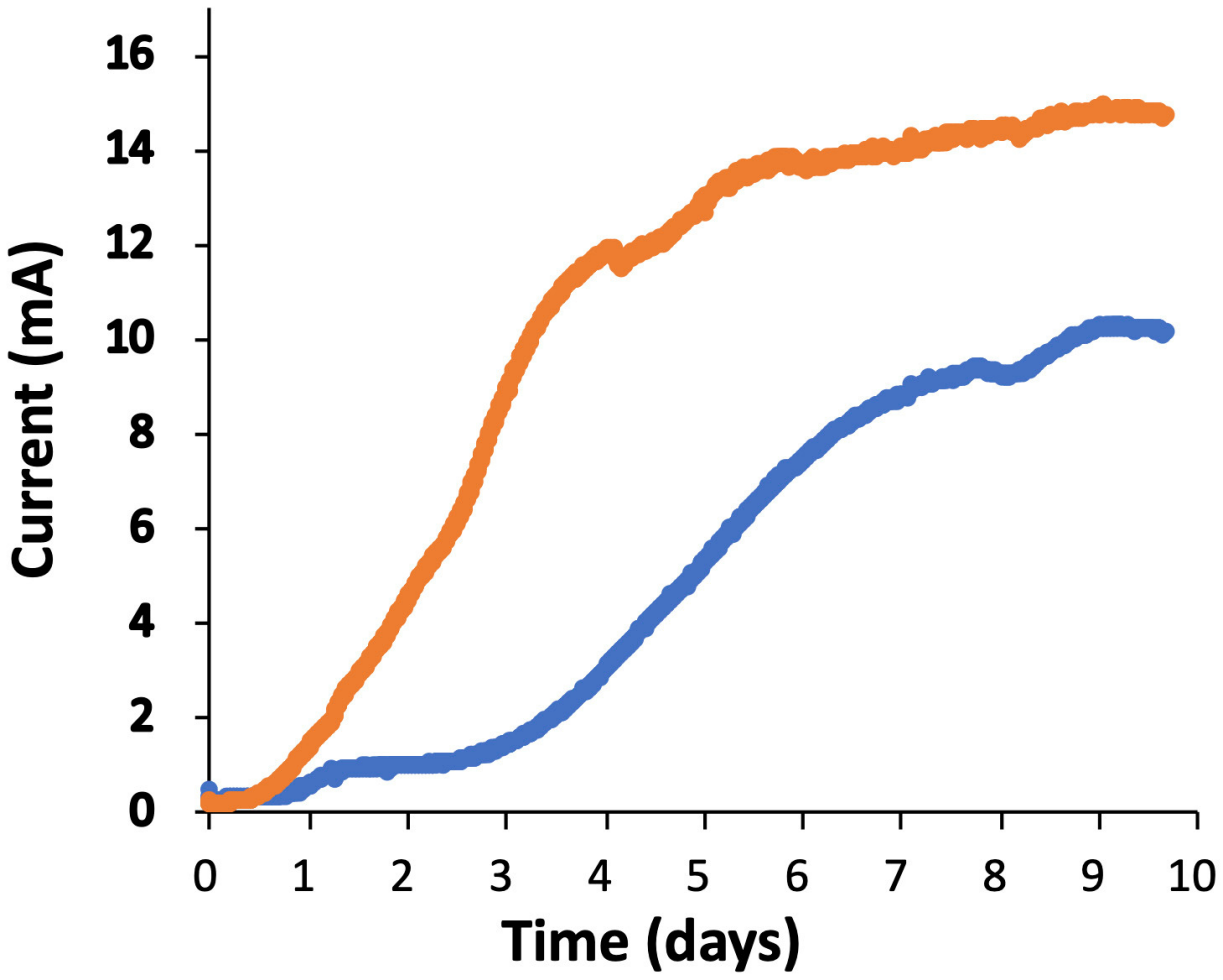
Current production of Δ*csrA* and DL1 strains. The blue and orange lines represent the current production of DL1 and Δ*csrA* strains, respectively, as a function time. The results presented in the graphic are representative time courses for three replicates for each treatment.

### 3.8 Transcriptome of Δ*csrA* biofilm grown in graphite electrode

To determine the transcriptomic response of Δ*csrA* biofilm producing current in MFC, RNA was extracted from biofilms grown on graphite electrodes, and RNA-seq analysis was performed. 

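On variance-stabilized counts of the 500 most variable genes of the graphite electrode libraries, the first principal component held 93.9% of the variance and the second 4.49%. The Δ*csrA* libraries lay at 18.7 and 19.5 on the first component and the DL1 libraries at −19.5 and −18.7. On the second component the Δ*csrA* replicates differed by less than the DL1 replicates, which lay at 5.84 and −5.98. Over all genes the first component held 87.1% of the variance, and on log2 CPM 93.2%.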

Principal component analysis (PCA) showed distinct clustering of replicate strains, with the higher significant variance (96%) between Δ*csrA* and DL1 strain being determined by the first principal component (PC1) (Supplementary Figure 2B). Under these conditions, we found 181 DE genes (100 upregulated and 81 downregulated). 

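In the graphite electrode libraries, 197 of the 2137 genes were called, 115 higher and 82 lower in Δ*csrA* than in DL1. The 197 include all 181 genes of the paper's Supplementary Table 3, and 15 of the other 16 genes were higher in Δ*csrA*, with a median of 1.26 normalized CPM there. DESeq2 called 192 genes, limma-voom 198, edgeR's exact test 197 and the quasi-likelihood test, DESeq2 and limma-voom together 191. Without each library in turn, between 179 and 230 genes were called. The count moved most with no fold threshold, to 1047 genes, 509 higher and 538 lower, and library totals in place of TMM factors called 435 genes, 403 of them higher, as the median log2 fold change of all genes rose to 0.79. Under that scaling, 18 of the 122 genes named on graphite electrodes lost their call, 5 gained one and none of the called ones changed sign. The largest rises with reads in both strains were those of GSU2098 (6.38 ± 0.23), GSU2097 (6.35 ± 0.27), GSU2095 (6.08 ± 0.21) and GSU2968 (5.17 ± 0.23), as log2 fold change ± SE, with adjusted p between 7.00e-42 and 2.14e-34. The largest falls were those of GSU2503 (−5.43 ± 0.52), GSU2663 (−4.97 ± 0.21), GSU2505 (−4.97 ± 0.37), GSU2504 (−4.92 ± 0.29) and GSU2662 (−4.30 ± 0.47), with adjusted p between 3.35e-36 and 5.62e-13.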

All DE genes were grouped into 15 categories, including: “energy metabolism and electron transport,” “DNA/RNA metabolism,” “transport,” “unknown functions,” “proteolysis,” “regulatory functions and transcription,” “others,” carbohydrate metabolism,” “cell envelope,” “metabolism of cofactors and vitamins,” “lipid metabolism,” “signal transduction,” “nucleotide metabolism,” and “protein synthesis” (Figure 7). 

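All genes of Supplementary Table 3 were called here in the direction of that table, with edgeR and with DESeq2. The study selected them with both tools on these libraries, so this is not independent evidence. Higher genes prevailed in energy metabolism and electron transport, with 16 of 21 genes and a median log2 fold change of 2.24, and in regulatory functions and transcription, with 13 of 20 genes and a median of 1.80. In the glass list lower genes prevailed in both categories, a balance that depends on the scaling. The lists of both supports hold mostly different genes, and a difference between supports was not tested by category. Of the 18 transport genes 11 were higher in Δ*csrA*. The 49 genes of unknown function held 27 higher genes and the 35 genes of the category "others" 18. The 7 genes of protein synthesis were all lower, between −1.71 and −1.51. With library totals in place of TMM factors, 49 of the 181 genes of the table were not called, and 32 of all calls were lower.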

The five categories with the most DE genes are unknown function (49), others (35), energy metabolism and electron transport (21), regulatory function and transcription (20), and transport (18) (Supplementary Table 3).

**Figure 7:**
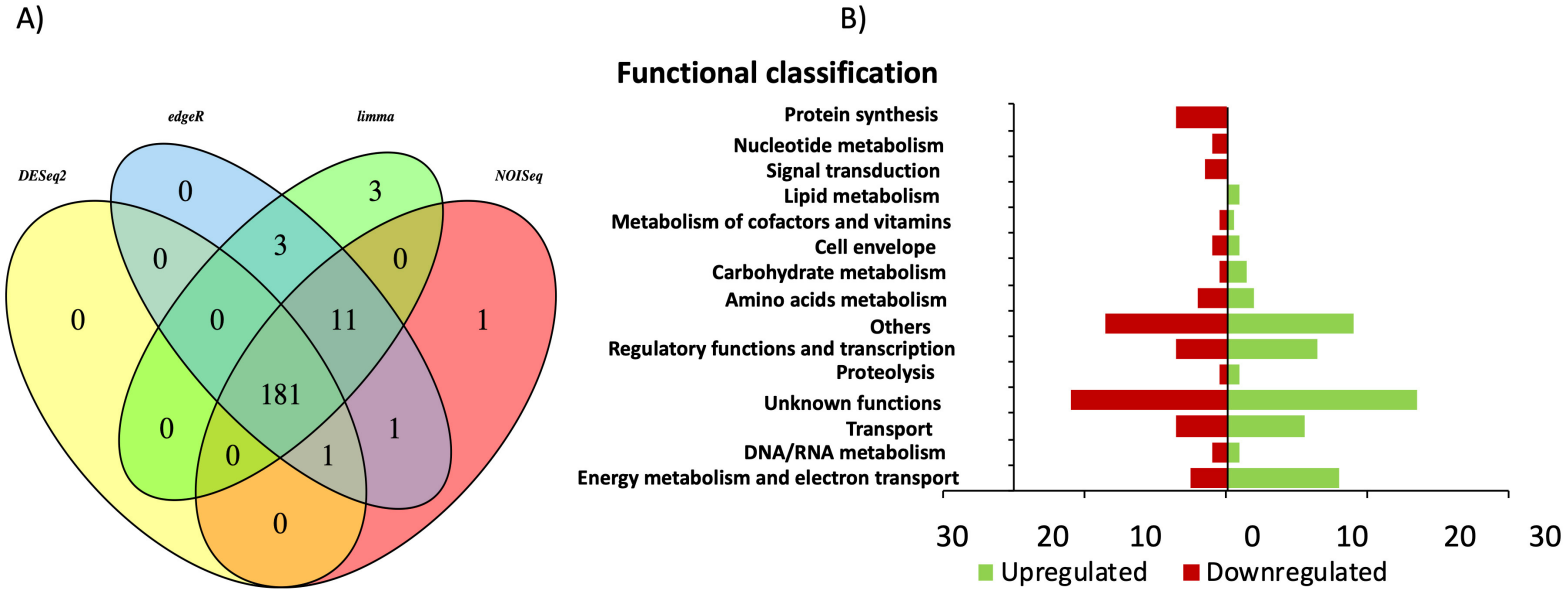
Differential gene expression in Δ*csrA* vs. wild-type biofilms grown in MFC. **(A)** Venn diagram of DE identified using limma, edgeR, NOISeq, and DEseq2 methods. **(B)** Functional overview of genes that were DE in the Δ*csrA* biofilm.

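Of the 2058 genes listed on both supports, 271 were called on glass and 172 on graphite electrodes, and 79 on both, where 22.6 would be shared by chance (two-sided Fisher's exact test, p = 5.65e-29; genes are not independent replicates). Of these 79 genes, 43 were higher and 30 lower in Δ*csrA* on both supports, and 6 changed in opposite directions. Many of the 43 lie in a single run of neighbouring genes, GSU0972 to GSU0992. The overlap thus covers fewer separate loci than genes, and its p-value overstates it. The 79 include all 68 genes of Table 3 and the 6 are those that Table 3 marks as counter-regulated. Across the 2058 genes, Pearson's r between the log2 fold changes on both supports was 0.423 and Spearman's rho 0.350. The difference between the supports was tested as an interaction, which called 276 genes, 122 with a higher and 154 with a lower log2 fold change on graphite electrodes than on glass. This split depends on the scaling, with 102 higher and 183 lower under upper-quartile factors and 26 higher and 604 lower with library totals in place of TMM factors. Among the shared genes that kept their direction, 8 were in this set, and so were all 6 that did not. GSU1944 fell on glass and rose by 1.72 ± 0.16 on graphite electrodes (interaction 6.05 ± 0.44, adjusted p = 6.82e-09), and GSU1943 beside it went from −3.35 ± 0.40 to 1.51 ± 0.16. GSU2135, an efflux pump gene, is the only one of the 6 that rose on glass, where its ratio of 11.9 (95% exact counting interval 3.99 to 58.4) rests on 3 reads in DL1 and the fitted value of 3.47 became 8.74 without DL1 replicate 1, and it fell by 3.03 ± 0.30 on graphite electrodes. The log2 fold changes on glass and on graphite electrodes were −2.48 and 1.56 for GSU0012, −2.49 and 2.01 for GSU0013, and −1.94 and 1.65 for GSU0182. With library totals in place of TMM factors, these 3 genes kept their sign on glass but were not called there. Without 1 library, the calls on graphite electrodes of GSU0012 (without DL1 replicate 1, 1.50) and GSU1943 (without Δ*csrA* replicate 2, 1.36, and without DL1 replicate 2, 1.48) were lost. Between 75 and 84 genes were shared without each library in turn. With library totals in place of TMM factors, 316 genes were shared. Of these, 299 were higher and 6 lower in Δ*csrA* on both supports, and 11 changed in opposite directions.

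**Figure D3:**
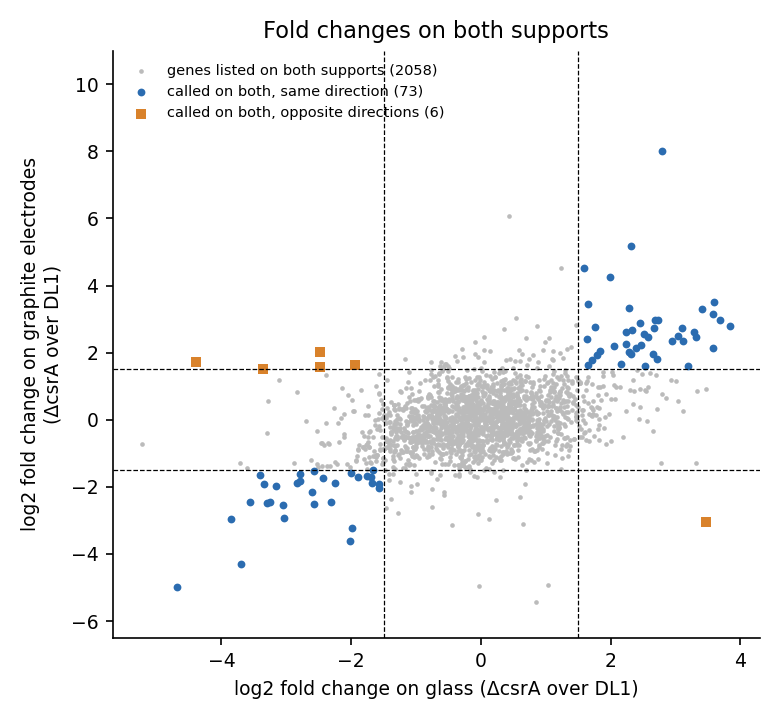
Log2 fold change (Δ*csrA* over DL1) on glass against that on graphite electrodes for the 2058 genes listed on both supports, with the fold threshold of 1.5 dashed. The 73 genes called on both supports in the same direction (circles) lie in the lower left and the upper right corner and the 6 genes called in opposite directions (squares) in the other corners. The highest point, GSU1264, has no reads in DL1 on graphite electrodes, so its place depends on the fit.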

Of the 181 DE genes in the transcriptome of Δ*csrA* biofilms grown on graphite electrodes, 68 genes are also show expression changes in biofilms grown on glass, of which 62 genes show the same regulation type (34 upregulated and 28 downregulated), while six show counter-regulation (Table 3). Among the DE genes in both RNA-seq datasets are those encoding a hypothetical protein, diguanylate cyclases, transcriptional regulators, transporters, glycosyl transferases, hydrogenases, membrane proteins, pili-related proteins, among others (Table 3).

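Of the diguanylate cyclase genes called on both supports, GSU1037 had log2 fold changes of −2.02 ± 0.26 on glass and −3.60 ± 0.18 on graphite electrodes (interaction adjusted p = 0.00186), and GSU2044 fell by 1.84 ± 0.24 on the latter. The interaction of GSU1037 was under the fold threshold without glass Δ*csrA* replicate 2 (−1.41), glass DL1 replicate 1 (−1.44) or graphite electrode DL1 replicate 1 (−1.17). With library totals in place of TMM factors, neither GSU1037 (−0.25) nor GSU2044 (−0.92) was called on glass. The genes of the Ni-Fe hydrogenase *hybB* (GSU0784), *hybL* (GSU0785) and *hybP* (GSU0786) rose by 1.76, 2.00 and 1.65 on glass and by 2.75, 4.27 and 3.44 on graphite electrodes. On glass, *hybP* lost its call without DL1 replicate 2, at 1.46. The pilin genes *pilA-N* (GSU1496) and *pilA-C* (GSU1497) fell on graphite electrodes by 2.55 ± 0.18 and 2.49 ± 0.16, and *pilA-C* fell by 3.29 ± 0.32 on glass. The response regulator and histidine kinase genes GSU0470 and GSU0471 rose by 2.89 ± 0.27 and 2.72 ± 0.35 on graphite electrodes, and GSU0470 by 3.90 without DL1 replicate 2. The glycosyl transferase gene GSU1962 had 4 and 0 reads in DL1 on glass, where its log2 fold change was 3.31 ± 0.76. Without each library in turn, that value lay between 2.34 and 8.98 (without DL1 replicate 1). On graphite electrodes GSU1962 rose by 2.48 ± 0.33. The iron transporter gene *feoB-1* (GSU1380) rose more on glass (3.19 ± 0.27) than on graphite electrodes (1.60 ± 0.18; interaction −1.68 ± 0.31, adjusted p = 0.000490, and −1.34 without glass Δ*csrA* replicate 1). The outer membrane channel gene *ompJ* (GSU3304) lay next to the fold threshold on both supports, at −1.67 on glass and −1.51 on graphite electrodes. On graphite electrodes it lost its call without Δ*csrA* replicate 1 (−1.43), without DL1 replicate 2 (−1.46), with upper-quartile factors (−1.49) and with at least 10 counts in every library (−1.49). On glass it lost it with upper-quartile factors (−1.48), and with library totals in place of TMM factors it changed sign there, to 0.17.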

**Table 3:** List of differentially expressed genes in Δ*csrA* compared with the DL1 strain in both RNA-seq analysis.

**Regulation**	**Locus tag**	**Name**	**Glass (Log2FC)**	**MFC (Log2FC)**
Upregulated	GSU0470	Sigma-54 dependent response regulator	2.44	2.85
	GSU0471	Sensor histidine kinase	2.66	2.73
	GSU0784	hybB, nickel-dependent hydrogenase	1.74	2.74
	GSU0785	hybL, nickel-dependent hydrogenase, large subunit	1.98	4.27
	GSU0786	hybP, hydrogenase maturation protease	1.63	3.44
	GSU0972	ATPase, AAA family	2.72	2.98
	GSU0973	Hypothetical protein	2.57	2.46
	GSU0974	Hypothetical protein	2.67	2.97
	GSU0975	phage tail sheath protein, putative	2.50	2.54
	GSU0976	Hypothetical protein	2.46	2.23
	GSU0977	Hypothetical protein	3.10	2.72
	GSU0978	Hypothetical protein	2.28	2.01
	GSU0980	Hypothetical protein	2.71	1.80
	GSU0981	Hypothetical protein	2.23	2.61
	GSU0982	Phage protein D, putative	2.64	1.95
	GSU0983	Phage tail spike protein, putative	2.52	1.59
	GSU0985	PAAR motif-containing protein	2.94	2.34
	GSU0986	Tail lysozyme, putative	3.03	2.49
	GSU0987	Hypothetical protein	3.84	2.79
	GSU0988	Hypothetical protein	3.10	2.35
	GSU0989	NHL repeat domain protein	3.39	3.28
	GSU0990	Hypothetical protein	3.58	3.51
	GSU0991	Glycosyltransferase, ExpC-like family	3.57	3.14
	GSU0992	Hypothetical protein	3.68	2.97
	GSU1153	Outer membrane protein, OMP85 family	2.38	2.13
	GSU1154	Surface repeat protein, putative	1.82	2.05
	GSU1380	feoB-1, ferrous iron transport protein B	3.18	1.60
	GSU1962	Glycosyl transferase	3.34	2.47
	GSU2782	Efflux pump, RND family, AcrB/AcrD/AcrF family	1.70	1.78
	GSU2801	Cytochrome c	1.78	1.92
	GSU2967	Ferritin-like domain protein	1.57	4.53
	GSU2968	Hypothetical protein	2.30	5.18
	GSU3141	Hypothetical protein	3.28	2.62
	GSU3142	aroG-2, 3-deoxy-7-phosphoheptulonate synthase	3.57	2.14
Downregulated	GSU0071	Hypothetical protein	−3.87	−2.97
	GSU0081	Hypothetical protein	−2.02	−1.59
	GSU0216	Hypothetical protein	−2.85	−1.90
	GSU0444	Hypothetical protein	−3.41	−1.67
	GSU0547	mutS-2, DNA mismatch repair ATPase MutS-2	−3.17	−1.98
	GSU0548	Radical SAM domain protein	−3.35	−1.93
	GSU0884	Radical SAM domain protein	−2.26	−1.91
	GSU0919	Hypothetical protein	−1.70	−1.89
	GSU1037	Response receiver-modulated diguanylate cyclase/phosphodiesterase	−2.03	−3.61
	GSU1176	frdC, succinate dehydrogenase/fumarate reductase	−2.45	−1.74
	GSU1395	Hypothetical protein	−2.00	−3.25
	GSU1496	pilA-N, geopilin domain 1 protein	−3.06	−2.56
	GSU1497	pilA-C, geopilin domain 2 protein	−3.31	−2.50
	GSU1669	Hypothetical protein	−2.58	−1.52
	GSU1746	ihfB-1, integration host factor, beta subunit	−1.77	−1.69
	GSU1877	oxidoreductase, 2-nitropropane dioxygenase family	−3.57	−2.45
	GSU2044	Sensor diguanylate cyclase/phosphodiesterase	−2.81	−1.85
	GSU2487	cpkA, carbamate kinase	−1.58	−1.92
	GSU2585	Hypothetical protein	−2.80	−1.64
	GSU2614	recJ, single-stranded-DNA-specific exonuclease	−2.58	−2.53
	GSU2641	PATAN domain GTPase-activating protein, putative	−2.33	−2.46
	GSU2662	Membrane protein, putative	−3.72	−4.36
	GSU2663	Lipoprotein, putative	−4.70	−4.99
	GSU2896	Ankyrin repeat protein	−1.71	−1.74
	GSU2938	Hypothetical protein	−1.91	−1.71
	GSU3098	hisB, imidazoleglycerol-phosphate dehydratase	−1.58	−2.05
	GSU3304	ompJ, outer membrane channel OmpJ	−1.68	−1.52
	GSU3629	Hypothetical protein	−3.25	−2.45
Counterregulated	GSU0012	hemY, protoporphyrinogen oxidase	−2.49	1.55
	GSU0013	Winged helix-turn-helix transcriptional regulator, MarR family	−2.50	2.01
	GSU0182	Murein lipoprotein	−1.96	1.64
	GSU1943	Putative exosortase substrate	−3.37	1.50
	GSU1944	Putative exosortase substrate	−4.37	1.71
	GSU2135	efflux pump, RND family, inner membrane protein	3.49	−3.05

### 3.9 Differentially expressed genes only in MFC

Among the genes that increase their expression in biofilms of the Δ*csrA* strain in MFC are those encoding proteins related to energy metabolism and electron transport. These include the genes encoding the cytochromes OmcX, GSU0702, OmcM, GSU2513, and GSU2808 (Supplementary Table 4). 

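All 5 cytochrome genes were called higher in Δ*csrA* in the graphite electrode libraries. For *omcM* (GSU2294), 90 and 90 reads in Δ*csrA* stood against 4 and 4 in DL1, a log2 fold change of 3.79 ± 0.44 (SE, n = 2 libraries per strain; adjusted p = 1.07e-11). The log2 fold change was 2.42 ± 0.24 for GSU2513 (adjusted p = 2.10e-14), 2.04 ± 0.24 for GSU2808 (adjusted p = 6.36e-12) and 1.74 ± 0.37 for GSU0702 (adjusted p = 4.92e-05). For *omcX* (GSU0670) it was 2.24 ± 0.39 (adjusted p = 1.18e-06), with 4 and 17 reads in DL1, and the call was lost without DL1 replicate 1, at 1.45, while the value was 3.74 without DL1 replicate 2. On glass, *omcX* had the same log2 fold change, 2.24 ± 0.65 (adjusted p = 0.0158), and was called there too, though not with DESeq2 (adjusted p = 0.0661), nor without Δ*csrA* replicate 2 (2.17) or DL1 replicate 2 (2.00). The interaction with the support was called for GSU2513 (1.63 ± 0.44, adjusted p = 0.00764) and GSU2808 (1.82 ± 0.43, adjusted p = 0.00325), and not for GSU0702 (adjusted p = 0.0880). Both calls were lost without glass DL1 replicate 2 (1.39 and 1.30) and with library totals in place of TMM factors (0.59 and 0.93), under which all 3 genes were called higher on glass too. That of GSU2513 was also lost without glass Δ*csrA* replicate 2 (1.36) and without graphite electrode DL1 replicate 2 (adjusted p = 0.0531), and that of GSU2808 without glass Δ*csrA* replicate 1 (1.47). For *omcM*, which is not among the genes listed on glass, it was not tested.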

The cytochrome OmcX, with a predicted localization in the periplasm, is also upregulated in biofilms grown in graphite electrodes poised at −0.17 V to biofilms poised at the same potential in the presence of formate (“medium pathway,” called by the authors), and its presence is increased in response to the presence of hydrogen as electron donor (Howley et al., 2023; Mollaei et al., 2021). The cytochrome GSU0702, predicted to be extracellular, is upregulated in Δ*gsu1771* biofilms of graphite electrodes and wild-type “medium pathway” biofilms (Jaramillo-Rodríguez et al., 2023; Howley et al., 2023). On the other hand, cytochrome OmcM is also upregulated in biofilms grown on graphite electrodes of strain Δ*gsu1771*. This cytochrome is related to the reduction of Fe(III) oxides since its absence negatively affects Fe(III) reduction (Jaramillo-Rodríguez et al., 2023; Aklujkar et al., 2013). The genes encoding the cytochromes GSU2513 and GSU2808 were found to be upregulated under Pd(II) reducing conditions (Hernández-Eligio et al., 2020). In addition, GSU2808 was significantly upregulated in the formate −0.17 V biofilm compared to the acetate anode biofilm conditions (Howley et al., 2023). Among the genes encoding cytochromes that were downregulated were *omcT, omcS*, and GSU3214. It is known that *omcT* and *omcS* are organized in an operon and that OmcS is involved in the reduction of Fe(III) oxides, but the two cytochromes are not relevant for electrode respiration (Mehta et al., 2005). 

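In the graphite electrode libraries, 2 and 2 reads were counted on *omcT* (GSU2503) in Δ*csrA* and 47 and 68 in DL1, and 12 and 8 reads on *omcS* (GSU2504) against 207 and 179. The adjusted p was 2.68e-15 for *omcT* and 1.12e-26 for *omcS*, and GSU2505, next to them, fell with them. GSU3214 had a log2 fold change of −3.11 ± 0.41 (adjusted p = 7.24e-10). None of the 3 cytochrome genes was called on glass, where the log2 fold changes of *omcT*, *omcS* and GSU3214 were 0.86 ± 0.45, 1.04 ± 0.29 and 0.66 ± 0.35, though with library totals in place of TMM factors each was called higher there (2.64, 2.93 and 2.40). The difference between the supports was called for each of them, with interactions of −6.42 ± 0.73 (adjusted p = 2.91e-06), −6.06 ± 0.44 (adjusted p = 6.82e-09) and −3.87 ± 0.60 (adjusted p = 9.55e-05).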

The GSU3214 gene was found to be upregulated under conditions of Fe(III) and Mn(IV) oxide reduction (Aklujkar et al., 2013).

The *hybS* and *hybA* genes were found to be upregulated. 

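In the graphite electrode libraries, *hybS* (GSU0782) had 779 and 860 reads in Δ*csrA* and 146 and 93 in DL1, a log2 fold change of 2.12 ± 0.17 (SE, n = 2 libraries per strain; adjusted p = 1.60e-18). For *hybA* (GSU0783) it was 2.82 ± 0.23 (adjusted p = 3.59e-18), and both calls held without each library in turn. On glass, *hybS* rose by 1.33 ± 0.20 (adjusted p = 0.000278) and *hybA* by 1.47 ± 0.20 (adjusted p = 0.000149), both under the fold threshold. With upper-quartile factors *hybS* (1.52) and *hybA* (1.66) passed it, as they did with library totals in place of TMM factors (3.17 and 3.32), and *hybA* also passed it with at least 10 counts required in every library (1.57), with all 8 libraries in one fit (1.56), without Δ*csrA* replicate 2 (1.60) and without DL1 replicate 2 (1.53). The interaction with the support was 0.69 ± 0.27 for *hybS* (adjusted p = 0.0542) and 1.26 ± 0.31 for *hybA* (adjusted p = 0.00405), and neither was past the fold threshold.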

HybS and HybA encode subunits of the Ni-Fe hydrogenase HyB. The HyB hydrogenase is involved in respiration with hydrogen as an electron donor and fumarate, AQDS, and Fe(III)-citrate as acceptors (Coppi, 2005). It is proposed that HyB accepts electrons from hydrogen and transfers them to the menaquinone pool where they are redistributed to various reductases (Coppi, 2005). Under electron donor format conditions all Hyb hydrogenase subunits are increased compared to acetate conditions (Mollaei et al., 2021).

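In the graphite electrode libraries, the neighbouring genes GSU2095, GSU2096, GSU2097 and GSU2098 were all called higher in Δ*csrA*. The normalized CPM rose from a mean of 0.562 in DL1 to 47.9 in Δ*csrA* for GSU2098, from 0.273 to 22.2 for GSU2097, from 0.432 to 9.38 for GSU2096 and from 1.18 to 79.1 for GSU2095 (n = 2 libraries per strain). These DL1 means rest on 20 and 10, 6 and 8, 15 and 8, and 30 and 31 reads. The log2 fold change of GSU2096 was 4.41 ± 0.28 (SE, adjusted p = 6.23e-25). Without each library in turn, the log2 fold change stayed between 6.07 and 6.83 for GSU2098 and was at least 4.13 for GSU2096. On glass, GSU2095 was not called (0.43 ± 0.37, adjusted p = 0.370; interaction 5.55 ± 0.41, adjusted p = 6.82e-09) unless library totals took the place of TMM factors (2.25), and the other 3 genes are not among those listed there.

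**Figure D4:**
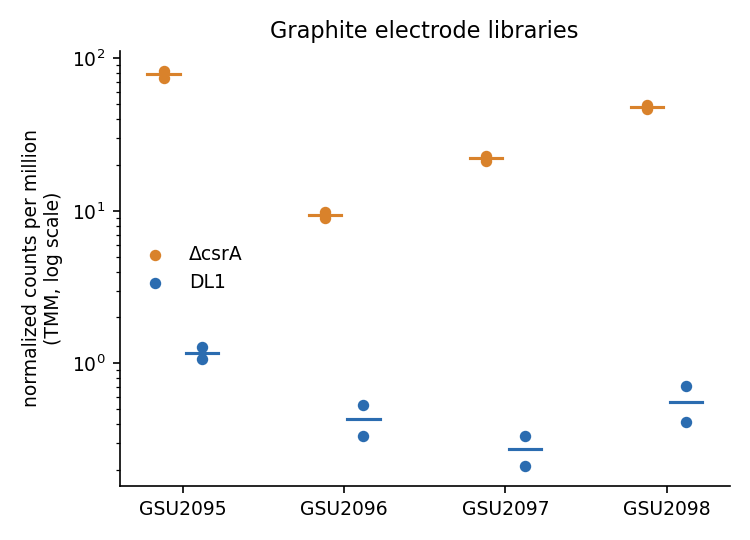
Normalized CPM (TMM, log scale) of GSU2095 to GSU2098 in each graphite electrode library (points, 2 per strain) with the mean of each strain (line). In all 4 genes the Δ*csrA* points lie above all DL1 points, with means from 9.38 to 79.1 against 0.273 to 1.18.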

The genes GSU2096, GSU2097, and GSU2098 are upregulated in Δ*csrA* biofilms grown in MFC. In *G. sulfurreducens*, GSU2098 encodes a putative monofunctional carbon monoxide dehydrogenase (CODH) that may be involved in carbon monoxide metabolism in *G. sulfurreducens* (Geelhoed et al., 2015). GSU2097 putatively encodes a homolog of CooC, an accessory protein involved in ATP-dependent Ni-insertion into CODH. *GSU2096* encodes an iron-sulfur cluster-binding protein containing binding sites for two [4Fe-4S] clusters. GSU2096 is proposed to mediate electron transfer from CooS via the Fe-S clusters (Geelhoed et al., 2015; Singer et al., 2006).

On the other hand, among the genes encoding transporters found upregulated in Δ*csrA* biofilms grown in MFC are the transporters GSU0433 (*tssH*), GSU0575, GSU0706, GSU0707, GSU1279, GSU2778, and GSU2781. 

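Of the 7 transporter genes named, 6 were called higher in Δ*csrA* in the graphite electrode libraries. GSU0433 (*tssH*) rose by 2.80 ± 0.39 (log2 fold change ± SE, n = 2 libraries per strain; adjusted p = 2.68e-09) and GSU0707 by 2.46 ± 0.48, from 4 and 6 reads in DL1 to 47 and 42 in Δ*csrA*. GSU1279 rose by 2.05 ± 0.40, GSU0575 by 1.76 ± 0.27 and GSU0706 by 1.72 ± 0.39. GSU2781 (1.61 ± 0.28, adjusted p = 1.51e-06) lost its call without DL1 replicate 2, at 1.34. GSU2778 is not among the genes listed on graphite electrodes and has no value here. On glass, none of the 7 was called, though with library totals in place of TMM factors all 7 were called higher. The interaction with the support was called for GSU0433 (1.85 ± 0.55, adjusted p = 0.0138), GSU0706 (1.58 ± 0.44, adjusted p = 0.00976) and GSU0707 (2.32 ± 0.54, adjusted p = 0.00309), and not for GSU0575, GSU1279 and GSU2781 (adjusted p between 0.0515 and 0.409). With library totals none of these 3 calls was kept (0.83, 0.65 and 1.40), and that of GSU0433 was lost without graphite electrode Δ*csrA* replicate 1 (adjusted p = 0.0552). GSU0706 fell under the fold threshold with upper-quartile factors (1.47), without glass DL1 replicate 1 (1.41), without graphite electrode DL1 replicate 1 (1.46) and just without glass Δ*csrA* replicate 1.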

GSU0433 is part of a type VI secretion system and was reported to be overregulated under DIET vs. QUIET conditions in co-cultures of *G. sulfurreducens* and *G. metallireducens* (Smith et al., 2023). Under these conditions, it is proposed that overexpression of the type VI secretion system affects the establishment of associations between different Geobacter species. On the other hand, the proteins GSU0706 and GSU0707 are proposed to be quaternary ammonium transporters, while GSU0575 is a putative peptide transporter and GSU2781 is an ABC-type nickel transporter.

Among the regulatory genes with transcriptional changes in Δ*csrA* biofilms are several that encode putative histidine kinases and response regulators. These are the genes GSU1148, GSU1264, GSU3261, GSU3419, which are also upregulated in Δ*gsu1771* biofilms (Jaramillo-Rodríguez et al., 2023). 

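For GSU1264, 40 and 38 reads were counted in Δ*csrA* on graphite electrodes and 0 and 0 in DL1, so its normalized count was at least 16.4-fold higher in Δ*csrA*, with DL1 set to 3 counts over both libraries. On glass, with 40 and 45 reads against 0 and 3, its ratio was 6.79 (95% exact counting interval 2.25 to 33.6). It was called there (adjusted p = 0.0282), but not with DESeq2 (adjusted p = 0.0558), without Δ*csrA* replicate 2 (adjusted p = 0.0764) or without DL1 replicate 1 (adjusted p = 0.151). On graphite electrodes, GSU3261 had a log2 fold change of 2.72 ± 0.19 (SE, n = 2 libraries per strain; adjusted p = 9.21e-23). GSU3419 (2.32 ± 0.46, adjusted p = 1.62e-05) was not called without Δ*csrA* replicate 1 (adjusted p = 0.0707), and GSU1148 (1.79 ± 0.28, adjusted p = 5.67e-08) fell under the fold threshold without DL1 replicate 2, at 1.41. None of GSU1148, GSU3261 and GSU3419 was called on glass, where library totals in place of TMM factors called all 3 higher (2.93, 2.17 and 1.77), and the interaction was called for GSU3261 (2.27 ± 0.28, adjusted p = 7.12e-06) and GSU3419 (2.31 ± 0.62, adjusted p = 0.00796) but not for GSU1148 (adjusted p = 0.293). With library totals both of these calls were lost (1.32 and 1.31), and that of GSU3419 also with DESeq2, which gave it no adjusted p, and without graphite electrode Δ*csrA* replicate 1 (adjusted p = 0.0614).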

The genes GSU0475, GSU1265, and the regulator GSU2214 are involved in chemotaxis. 

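On graphite electrodes, GSU0475 rose by 1.78 ± 0.19 (log2 fold change ± SE, n = 2 libraries per strain; adjusted p = 1.31e-13) and GSU1265, next to GSU1264, by 3.34 ± 0.37 (adjusted p = 1.74e-12). GSU2214 fell by 1.65 ± 0.29 (adjusted p = 9.79e-07), and without Δ*csrA* replicate 2 it was under the fold threshold, at −1.45, as it was with library totals in place of TMM factors, at −0.88. On glass, GSU1265 was called too, at 2.28 ± 0.43 (adjusted p = 0.00135; interaction adjusted p = 0.234), and GSU0475 and GSU2214 were not, though with library totals in place of TMM factors GSU0475 was, at 2.17. The interactions of the latter, 1.30 ± 0.31 for GSU0475 and −1.11 ± 0.36 for GSU2214, were under the fold threshold.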

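The gene of the Hfq homolog, *hfq* (GSU1999), had a normalized CPM of 14.8 in Δ*csrA* and 3.82 in DL1 on graphite electrodes, a log2 fold change of 1.97 ± 0.19 (SE, n = 2 libraries per strain; adjusted p = 1.69e-15) that stayed between 1.64 and 2.34 without each library in turn. On glass it was not called, at −0.09 ± 0.31 (adjusted p = 0.829), and the interaction was 1.97 ± 0.40 (adjusted p = 0.00106). With library totals in place of TMM factors its glass value turned to 1.62 and was called, and the interaction, at 1.12, was not.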

The GSU1999 gene, which encodes a homolog of the Hfq protein, is also upregulated.

### 3.10 Putative binding sites of CsrA in *G. sulfurreducens*

In γ-proteobacteria, CsrA binds directly to a site-specific sequence in the 5′-UTR region of mRNAs target. The CsrA-binding sequence is located in a hairpin structure, and the GGA motif is conserved in the loop (Vakulskas et al., 2015). To assess whether there are putative CsrA binding sites in the 5-UTR region of the genes that changed their expression in both transcriptome analyses (244 genes with DE in biofilms grown in glass and 113 with DE only in biofilms grown in MFC), we performed an *in-silico* analysis using Multiple Em for Motif Elicitation (MEME) (Bailey et al., 2015). In the MEME analysis, 150 nucleotides upstream of the translation start of the genes that changed their expression were analyzed. Of the 357 genes analyzed, 76 contain the consensus sequence VVAAGGAGRV (where V is A, C, or G, and R is G or A) in their 5′-UTR region (Supplementary Table 5). 

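Of the 76 genes of Supplementary Table 5, 58 were called on glass, 20 higher and 38 lower in Δ*csrA*, and 39 on graphite electrodes, 21 higher and 18 lower. On both supports 21 of them were called, 2 in opposite directions. Each of the 76 was called on at least 1 support, which was fixed in advance. The paper searched only the genes of its own lists, and all of those were called here. As the table prints them, 39 of the 76 sequences match the whole consensus and all 76 hold its core AAGGAG. Of the paper's glass list, 67.3% of the 55 genes with a site were lower in Δ*csrA* and 55.0% of the 189 genes without one, a difference that is not past a two-sided Fisher's exact test (p = 0.122). Of its list for graphite electrodes, 46.2% of 39 genes with a site and 44.4% of 142 without one were lower (exact test as before, p = 0.858). Genes are not independent replicates, and how often the consensus precedes genes outside these lists was not counted, as the genome sequence is not used here.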

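Of the 60 genes whose site Supplementary Table 5 places from −10 to −1, 50 were called on glass, 35 of them lower in Δ*csrA*, and 26 on graphite electrodes, 12 of them lower. The farthest site of the table lies at −135.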

Of the 76 putative binding sites, 60 are located between −10 and −1, and 16 are located between −11 and −135 for start translation of the target gene. The putative CsrA binding sites located at −10 of the translation start site of the mRNA target suggest that these are CsrA binding sites and that CsrA may directly regulate their translation. RNA-protein interaction assays, together with substitutions in the putative binding site, would be expected to confirm this hypothesis.

In γ-proteobacteria, the activity of CsrA is controlled by small sRNAs that are members of the CsrB/CsrC family. In many bacteria where CsrA has been studied, the small sRNAs that regulate its function have not been identified because some RNAs are specific or not conserved among bacterial genomes. In a recent paper, using a software called InvenireSRNA, which combines sequence and structure with machine learning, predicted the presence of 3 genes encoding putative CsrB/CsrC family sRNAs in the genome of *G. sulfurreducens* strain KN400 (Fakhry et al., 2017). These three putative genes are conserved in the PCA strain genome, two are encoded in the antisense of the GSU0072 and GSU2675 genes and one in the intergenic region of the GSU1100 and *phoR* genes. The sequence of the predicted sRNAs (sRNA-1, sRNA-2, and sRNA-3) and their secondary structure generated by RNAfold (Lorenz et al., 2011) are shown in Supplementary Figure 6. Nucleotide sequence analysis reveals that the predicted sRNAs contain multiple GGA motifs and are located within regions that are conserved relative to the consensus identified by MEME analysis (Supplementary Figure 7). The possibility that these genes encode sRNAs that regulate CsrA function will be explored in the future.

On the other hand, in the Gram-positive bacteria *Bacillus subtilis* and *Campylobacter jejuni* CsrA is involved in flagellar regulation, and its function is antagonized by the FliW protein (El Abbar et al., 2019; Oshiro et al., 2020). In both bacteria, CsrA contains a conserved N55 residue at the C-terminal, which is critical for interaction with FliW (Figure 1) (Oshiro et al., 2020; Bogacz et al., 2021). Similarly, CsrA from *G. sulfurreducens* has a conserved N55 residue in its C-terminal, suggesting that FliW may be involved in the regulation of CsrA function, together with the fact that its genes are organized in an operon (Figure 2). The possibility that the CsrA function of *G. sulfurreducens* is regulated by both the CsrB/CsrC family sRNAs and the FliW protein highlights the relevance of this post-transcriptional regulator in the control of biofilm formation, EET, and other cellular processes.

## 4 Conclusion

CsrA is a global post-transcriptional regulator in *Geobacter sulfurreducens* involved in several cellular functions including biofilm formation. Δ*csrA* mutant produces up to twice the biofilm thickness than WT strain, and the global scale response revealed that 244 genes were differentially expressed in the biofilm developed in glass support, extracellular electron transfer, exopolysaccharide synthesis, c-di-GMP synthesis and degradation were the metabolic functions affected. Furthermore, changes in gene expression during current production in MFC, demonstrated that in *G. sulfurreducens* CsrA is involved in the expression of some diguanylate cyclases, transcriptional regulators, transporters, glycosyl transferases, hydrogenases, membrane proteins and type-4 pili during current production, all these metabolic changes resulting in 40% higher current production than WT strain. More detailed information about the metabolic processes regulated by CsrA in *G. sulfurreducens* could be obtained by future proteomic studies. This is the first report describing the role of CsrA in the regulation of extracellular electron transfer and biofilm in a member of the δ-proteobacteria.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/, accession number GSE282747.

# Supplementary material for: The role of CsrA in controls the extracellular electron transfer and biofilm production in Geobacter sulfurreducens
**Source:** Front Microbiol. 2025 Mar 11;16:1534446. doi: 10.3389/fmicb.2025.1534446
**Supplement:** Supplementary file 1

**Supplementary Table 1** List of strains, plasmids, and oligonucleotides used in this work.

**References**

Andrade A, Hernández-Eligio A, Tirado AL, Vega-Alvarado L, Olvera M, Morett E, Juárez K. (2021). Specialization of the Reiterated Copies of the Heterodimeric Integration Host Factor Genes in *Geobacter sulfurreducens. Front Microbiol*. 12:626443.

Caccavo FJR, Lonergan DJ, Lovley DR, Davis M, Stolz JF, Mcinerney MJ. (1994). *Geobacter sulfurreducens* sp. nov., a Hydrogen- and Acetate- oxidizing dissimilatory metal-reducing microorganism. *Appl Environ Microbiol*. 3752-37589.

Hernández-Eligio A, Pat-Espadas AM, Vega-Alvarado L, Huerta-Amparán M, Cervantes FJ, Juárez K. (2020). Global transcriptional analysis of *Geobacter sulfurreducens* under palladium reducing conditions reveals new key cytochromes involved. *Appl Microbiol Biotech*. 104:4059-4069.

Holmes DE, Chaudhuri SK, Nevin KP, Mehta T, Methé BA, Liu A, Ward JE, Woodard TL, Webster J, Lovley DR. (2006). Microarray and genetic analysis of electron transfer to electrodes in *Geobacter sulfurreducens*. *Environ Microbiol*. 8:1805–1815.

Jaramillo-Rodriguez B, Vega-Alvarado L, Rodriguez-Torres LM, Huerta-Miranda G, Hernández-Eligio A, Juárez K. (2023). Global transcriptional analysis of *Geobacter sulfurreducens* *gsu1771* mutant biofilm grown on two different support structures. *PLoS ONE*. 18(10), e0293359.

Kim B-C, Leang C, Ding Y-H, Glaven R H, Coppi M V, Lovley DR. (2005). OmcF, a putative c-type monoheme outer membrane cytochrome required for the expression of other outer membrane cytochromes in *Geobacter sulfurreducens*. *J Bacteriol*. 187:4505–4513.

Simon R, Priefer U, Pühler A. (1983). A broad host range mobilization system for in vivo genetic engineering: transposon mutagenesis in gram negative bacteria. *Biotech*. 1:784–791.

# Supplementary material for: The role of CsrA in controls the extracellular electron transfer and biofilm production in Geobacter sulfurreducens
**Source:** Front Microbiol. 2025 Mar 11;16:1534446. doi: 10.3389/fmicb.2025.1534446
**Supplement:** Supplementary file 2

**Supplementary Table 2** List of differentially expressed genes in Δ*csrA* compared with the DL1 strain during growth in glass.

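The log2 fold changes of this table and those obtained here for the same 244 genes differ by at most 0.06. The table also lists the 23S rRNA genes GSUR013 and GSUR020 as downregulated, and here their log2 fold changes on glass were −1.82 ± 0.62 and −1.82 ± 0.63 (SE, n = 2 libraries per strain; adjusted p = 0.0369 for both). These values hold relative to the other RNAs, since 23S rRNA fills most of each library, and with library totals in place of TMM factors they were −0.09 for both. GSUR013 was not called without Δ*csrA* replicate 1, where it was just under the fold threshold, nor without DL1 replicate 1 (adjusted p = 0.403) or DL1 replicate 2 (adjusted p = 0.407), nor with upper-quartile factors (adjusted p = 0.0538), at least 10 counts in every library (adjusted p = 0.0590) or the replicate block (adjusted p = 0.0667). Both copies have nearly equal counts in every library, and how the authors' counting shared reads between copies is not stated in the paper's text.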

# Supplementary material for: The role of CsrA in controls the extracellular electron transfer and biofilm production in Geobacter sulfurreducens
**Source:** Front Microbiol. 2025 Mar 11;16:1534446. doi: 10.3389/fmicb.2025.1534446
**Supplement:** Supplementary file 3

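Supplementary Table 3 lists the genes that passed all 4 methods of the study on graphite electrodes, with the direction, the p-value and the log2 fold change of Δ*csrA* over DL1. The log2 fold changes obtained here from the same libraries differ from it by at most 0.95, for GSU1264, whose fold against a strain without reads depends on the fit, and by at most 0.12 for every other gene.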

**Supplementary Table 3** List of differentially expressed genes in Δ*csrA* compared with the DL1 strain during energy production on MFC.

# Supplementary material for: The role of CsrA in controls the extracellular electron transfer and biofilm production in Geobacter sulfurreducens
**Source:** Front Microbiol. 2025 Mar 11;16:1534446. doi: 10.3389/fmicb.2025.1534446
**Supplement:** Supplementary file 4

**Supplementary Table 4** List of differentially expressed genes only in graphite electrode biofilms of Δ*csrA* strain with respect to DL1.

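Supplementary Table 4 holds the genes of the paper's list for graphite electrodes that are not in its list for glass, 113 in number. Here, 7 of them were called on glass as well, in the same direction, with log2 fold changes of 1.64 for GSU1538, 2.33 for GSU2670, −2.61 for GSU1498 and −3.04 for GSU1855 beside those given above for *omcX*, GSU1264 and GSU1265. GSU1855, with 23 and 178 reads in Δ*csrA* and 160 and 314 in DL1, was not called with DESeq2 (adjusted p = 0.108) or without DL1 replicate 2 (adjusted p = 0.0603), nor with library totals in place of TMM factors (−1.49), and its value was −2.09 without Δ*csrA* replicate 1 and −5.69 without Δ*csrA* replicate 2. GSU1538 was not called without DL1 replicate 1, at 1.43. Another 24 of the 113 genes are not among those listed on glass. For the 89 that are, the interaction with the support was called in 41, so for the others a difference between the supports was not shown. With library totals in place of TMM factors it was called in 38. These are not all among the same genes, as GSU2513 and GSU2808 lost their call.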

# Supplementary material for: The role of CsrA in controls the extracellular electron transfer and biofilm production in Geobacter sulfurreducens
**Source:** Front Microbiol. 2025 Mar 11;16:1534446. doi: 10.3389/fmicb.2025.1534446
**Supplement:** Supplementary file 5

**Supplementary Table 5** Genes with putative CsrA binding site located in the 5´-untranslated region with expression changes in RNA-seq analysis.

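The table gives, for each gene, the position of the putative site relative to the start of translation, its sequence, and the direction of its change on each support. Of the directions marked for glass, 2 belong to genes outside the paper's glass list. For GSU0714, marked as downregulated, the log2 fold change on glass was −0.55 ± 0.20 (SE, n = 2 libraries per strain; adjusted p = 0.0451), under the fold threshold, and 1.24 with library totals in place of TMM factors, against 1.66 ± 0.16 on graphite electrodes. GSU1538, marked as upregulated, was called on glass here.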

*With respect to the first translation codon

MFC is Microbial Fuel Cells

# Supplementary material for: The role of CsrA in controls the extracellular electron transfer and biofilm production in Geobacter sulfurreducens
**Source:** Front Microbiol. 2025 Mar 11;16:1534446. doi: 10.3389/fmicb.2025.1534446
**Supplement:** Supplementary file 6

**SUPPLEMENTARY FIGURES**

**The role of CsrA in controls the extracellular electron transfer and biofilm production in *Geobacter sulfurreducens***

**Alberto Hernández-Eligio,^1,4^**^*^ **Leticia Vega-Alvarado,^2^ Xinying Liu,^3^ Jessica Cholula-Calixto,^1^ Guillermo Huerta-Miranda,^1^ Juárez Katy^1^**^#^

^4^Investigador por México, CONAHCYT.

**
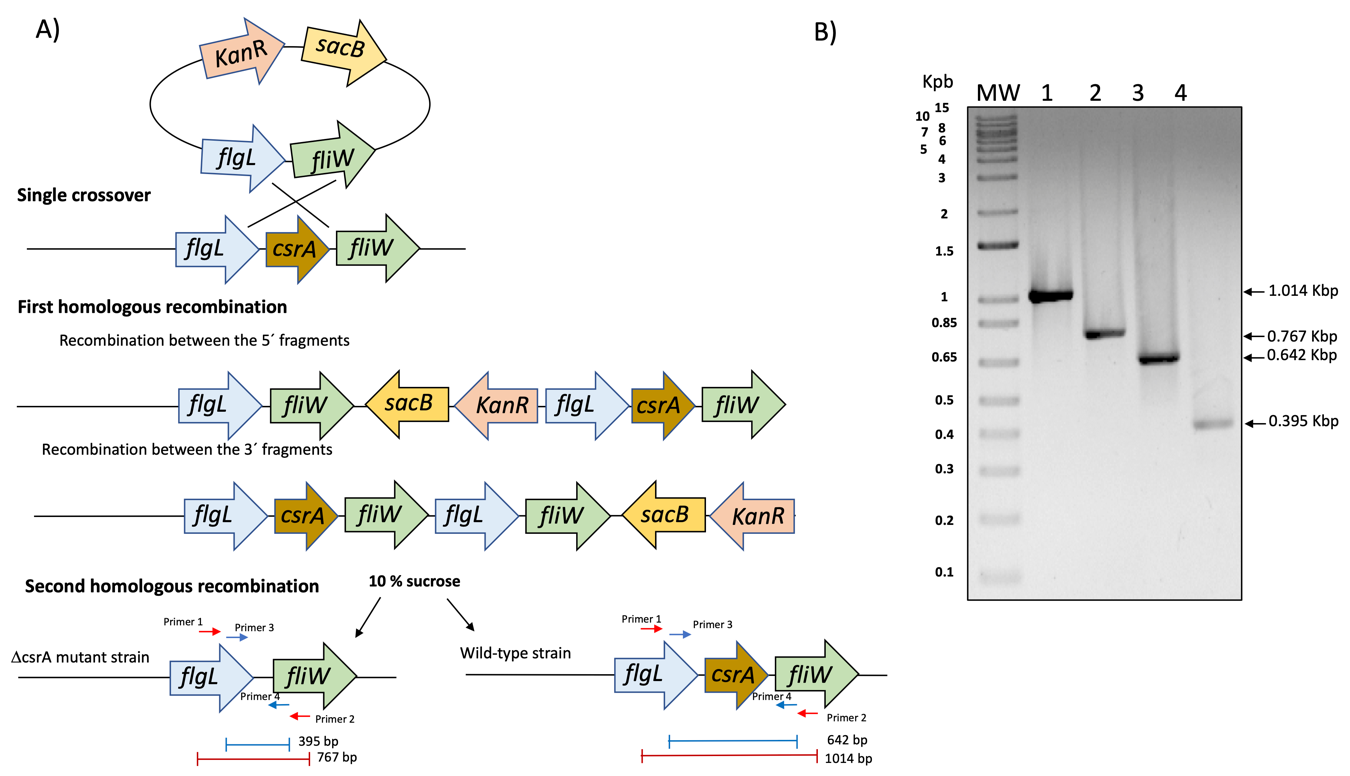
**

**Supplementary Figure 1.** A) Diagram of construction of Δ*csrA* strain of *G. sulfurreducens*. B) Gel with PCR fragments of *csrA* locus. Arrows showed the primers used and expected sizes. Lines 1 and 2 PCRs result using DNA of wild type and Δ*csrA* strains using 1, 2 primers, respectively. Lines 3 and 4, PCRs results using DNA of wild type and Δ*csrA* strains using 3, 4 primers, respectively. 1 Kb Plus DNA ladder was used as molecular weight (Invitrogen). Arrows indicate expected molecular weights.

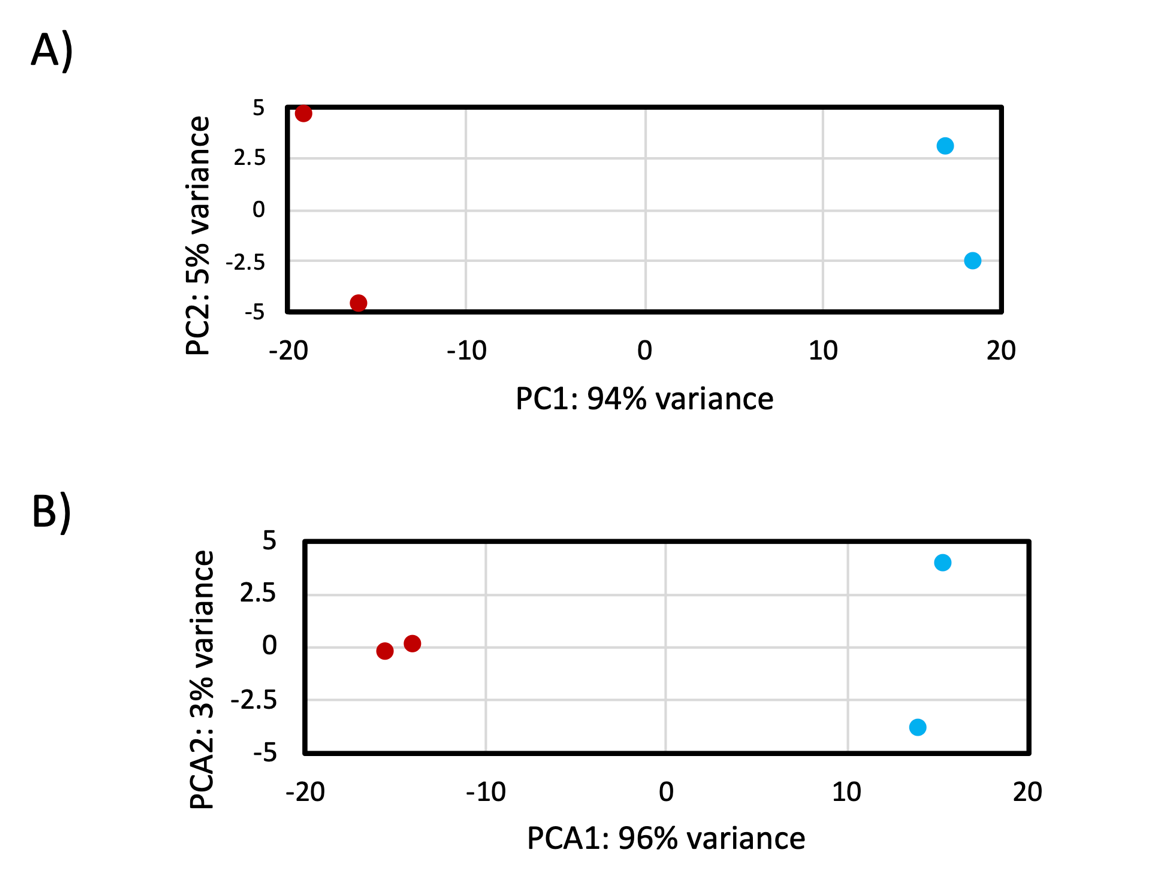

**Supplementary Figure 2.** Principal component analysis. A) Glass. B) Electrode. Δ*csrA* red circle and DL1 blue circle.

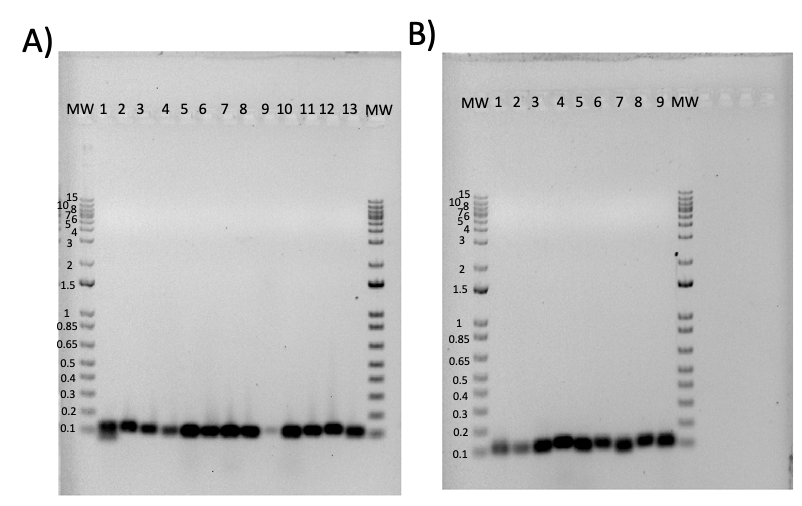

**Supplementary Figure 3.** Amplification of selected genes for RT-qPCR analysis. A) Lines 1-13 show the specific amplification of GSU1970 (*neuB*), GSU0470, GSU0597, GSU2236 (*relA*), GSU1944, GSU3014, GSU3410, GSU3268, GSU2822, GSU2044, GSU0364 (*ppcB*), GSU1554, and GSU0018 respectively. B) Lines 1-9 show the specific amplification of GSU3409, GSU3247, GSU0972, GSU2883 (*omcH*), GSU1496 (*pilA*), GSU3142 (*aroG-2*), GSU0490, GSU2236 and GSU1963 respectively. In A) and B) The molecular weight (MW) used is 1 kb DNA Ladder Plus (Thermo).

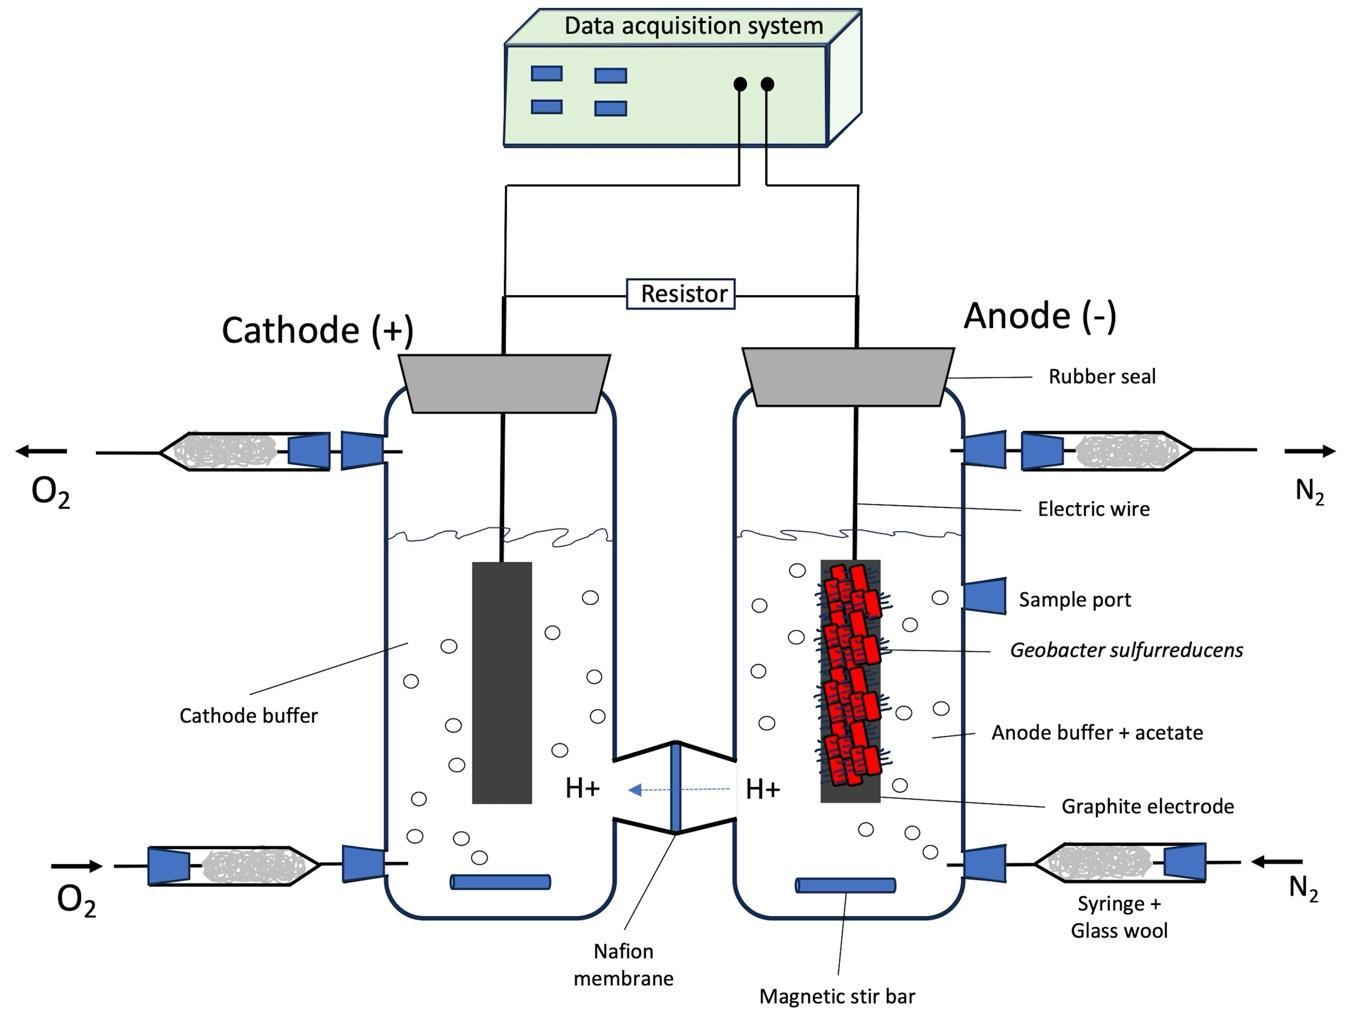

**Supplementary Figure 4.** Schematic diagram of the MFC used in this work.

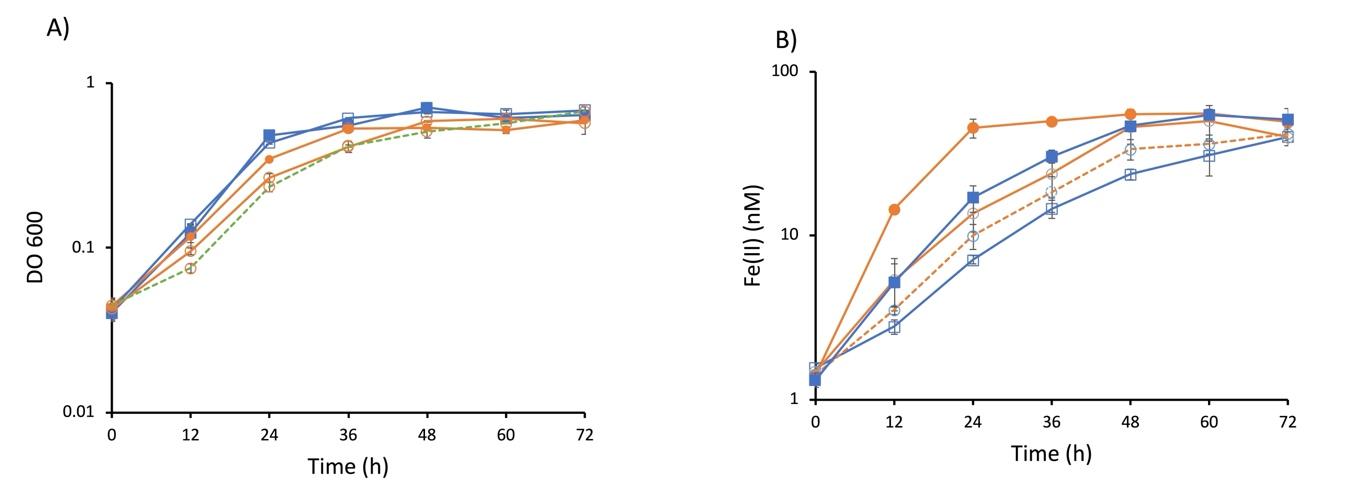

**Supplementary Figure 5.** Complementation of the Δ*csrA* mutant strain. A) Growth on acetate and fumarate (donor and electron acceptor, respectively). B) Soluble Fe(III) reduction in *csrA* complementation. DL1 blue line with filled squares, DL1/pGR5.1 blue line with empty squares, Δ*csrA* orange line with filled circle, Δ*csrA*/pRG5.1 orange line with empty circle, and DcsrA/pRG5.1-RRflg-*csrA* dashed orange line with empty circle.

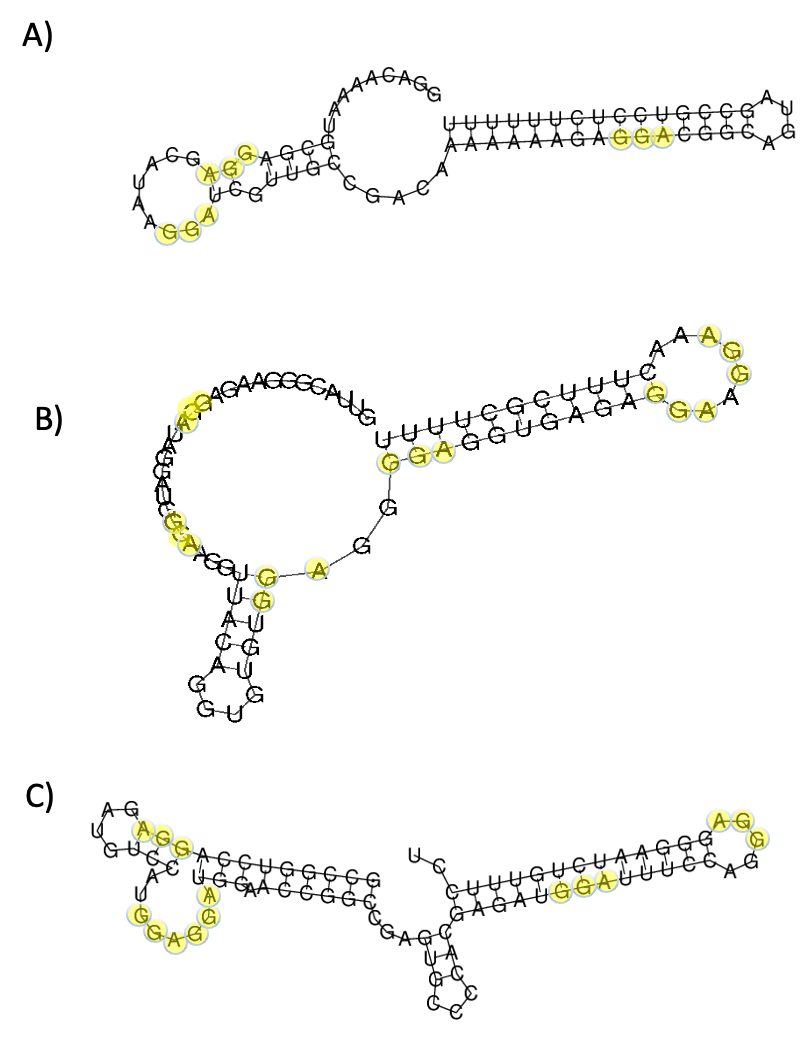

**Supplementary Figure 6.** Predicted sRNAs of the CsrB/CsrC family in *Geobacter sulfurreducens* PCA strain. A) Predicted secondary structure of the first sRNA (sRNA-1, 71 ribonucleotides) encoded in the antisense of the GSU0072 gene. The gene is located at coordinates 87387-87457 in the genome. B) Predicted secondary structure of the second sRNA (sRNA-2, 75 ribonucleotides) encoded between the GSU1100 and *phoR* genes. The gene is located at positions 1185706-1185780 in the genome. C) Predicted secondary structure of the third sRNA (sRNA-3, 82 ribonucleotides) encoded in the antisense of the GSU2675 gene. The gene is located at positions 2953737-2953818 in the genome. In each panel, the GGA motif that may be part of the possible CsrA binding site is highlighted with yellow circles.

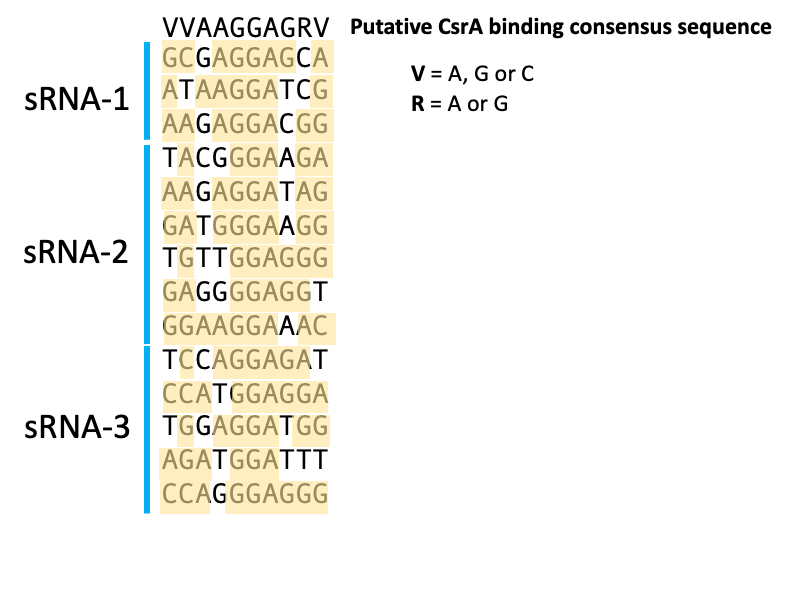

**Supplementary Figure 7.** Sequence analysis of the predicted sRNAs of the *Gebacter sulfurreducens* CsrB/CsrC family. The putative consensus CsrA binding sequence identified by MEME is shown at the top. The putative CsrA binding sites in the predicted sRNAs are shown. Nucleotides highlighted in yellow show the conserved bases relative to the consensus identified by MEME. In the consensus generated by MEME, V is A, G or C and R is A or G.

How the deposited data were processed for this re-analysis (not part of the article)

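RNA-seq libraries of biofilms of the Δ*csrA* strain and of DL1 were analysed on 2 supports, glass (48 h, 25°C) and graphite electrodes (2 weeks in the MFC), with 2 libraries per strain and support and 8 in all. The authors prepared the libraries from RNA depleted of rRNA and deposited a table per support with the counts of each library, values they normalized, and their edgeR comparison, whose log2 fold changes are coded as DL1 over Δ*csrA*. The p-value and FDR columns of these tables are the authors' own, made with edgeR in the IDEAMEX website before deposition, by the paper's methods and the file headers. The aligner, the counting tool and the genome build are not named in the paper's text. From the values, the counts are whole numbers without normalization, and each listed gene has more than 1 CPM of the table's total in at least 2 libraries. The main results start from these counts, and the authors' comparison is used only where it is named as the authors' deposited table.

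The strains were compared within each support with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM factors, glmQLFit and the quasi-likelihood F test). Each adjusted p in the text that is given for a gene comes from this edgeR fit unless DESeq2 is named. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1.5, coded as Δ*csrA* over DL1. The methods text of the paper gives a fold change above 1.5 and its results give a logFC above 1.5, so both readings were run. The filter removed none of the 2601 genes on glass or of the 2137 on graphite electrodes. The strain by support interaction was tested on the 2058 genes listed on both supports, with all 8 libraries in one edgeR fit. DESeq2 1.42.0 and limma 3.58.1 (voom) were run beside edgeR, and NOISeq is not used here. Principal components were taken from variance-stabilized counts of the 500 most variable genes. Correlations with RT-qPCR used 100000 permutations. Summaries were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.

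The total counts per library lay between 29812134 and 39321244, but the counts outside rRNA and tRNA lay between 796857 and 2452033, which sets the precision of single genes. A fold against a strain without reads was computed against a floor of 3 counts over both libraries of the strain, and ratios against 1 to 3 reads have a 95% exact counting interval.

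The alternatives set before the data were examined were DESeq2's size factors, upper-quartile factors, no filter on low counts, at least 10 counts in every library, DESeq2, limma-voom, edgeR's exact test, 3 tools together, an unadjusted p, a 1.5-fold threshold, no fold threshold, rRNA and tRNA left out, the replicate number as a block, all 8 libraries in one fit, and each library left out in turn. Chosen after the data were seen were library totals without a normalization factor, one effective limit for both strains, an adjusted p under 0.01, and edgeR's exact test, DESeq2 and limma-voom together at an adjusted p under 0.01. Without 1 library, a strain has a lone library, which is assumed to vary like the other groups.

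The genes named in the text were set by a rule: *csrA* and its operon neighbours, the genes the paper names in its text on the transcriptomes, those of its Tables 2 and 3, *recA*, and the 5 largest rises and falls per support. Values of many of them are in the paper's tables and count as seen. GSU1079, the stable RNAs, the rRNA genes, and the genes GSU0714, GSU1538, GSU1855, GSU2670, GSU1498, GSU0970, GSU0971, GSU0993 and GSU0979 were chosen after their values were seen. Gene names and neighbours come from the assembly ASM798v2 of *G. sulfurreducens* PCA, in which 2673 of 2680 identifiers were found, and no coordinates are given, since the build behind the counts is not named.

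The method was tested on simulated data in which 200 genes were changed. edgeR's test called 192 of them on glass, with 2 unchanged genes called, and 195 on graphite electrodes, with 0 unchanged genes called by edgeR, DESeq2 or limma-voom. All planted changes were well past the fold threshold, with as many up as down. Counts were drawn with the dispersion and the library scaling fitted here. The simulation therefore says nothing on changes near the threshold or on a wrong scaling of the real libraries. A search of the genome for the CsrA consensus was planned and not run, since the genome sequence is not used here. Groups of 2 libraries are too small for a test of single libraries as outliers or for counting other splits of the samples.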

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

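The tests of the scaling, in the parts given here, that of the stricter adjusted p, and the choice of GSU3410 and GS_RS16375, came after the results were seen.

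The change between Δ*csrA* and DL1 differed between the supports in 276 of 2058 genes by the interaction test, and 70 genes changed in opposite directions past the adjusted p on both supports with an interaction call (48 with library totals). Of the 6 genes called on both supports in opposite directions, the interaction, coded as graphite electrodes minus glass, was 3.95 for GSU0012, 4.41 for GSU0013, 3.50 for GSU0182, 4.78 for GSU1943, 6.05 for GSU1944 and −6.59 for GSU2135. The scaling of the libraries is argued against as the whole cause of this difference for the 5 genes with a positive interaction, since these kept their sign and their call under every scaling tried and were at least 2.60 with library totals (GSU0182), which lower all interactions. GSU1944 and GSU2135, 2 of the 6, were called in opposite directions under every scaling tried, past the fold threshold by more than the SE. The scaling is therefore argued against for their falls, of GSU1944 on glass (−2.71 with library totals) and of GSU2135 on graphite electrodes (−2.26). Library totals enlarge the rises of both genes on the other support, so they say nothing on those. With library totals, GSU0012 (−0.59), GSU0013 (−0.64) and GSU0182 (−0.18) were not called on glass, so the scaling may account for their calls there, though they kept their signs. GSU1943 (−1.58) was called in opposite directions under every scaling tried, but on glass with library totals it is past the fold threshold by less than its SE, so for its call there the scaling stays open. For *omcS* (GSU2504), with an interaction of −6.06, library totals raise the log2 fold change on graphite electrodes, and it was still called at −4.15, as was *omcT*, so the scaling is argued against for their falls there. Library totals enlarge a negative interaction by construction, so the test of its interaction with them, set before its result was seen, says nothing on the scaling. GSU3410 had an interaction of 4.22. It is abundant, and the share of counts it takes differs between strains, but an effect of this on its own value was not tested. Supports differ in time, medium and electron acceptor, and the tables come from separate library sets, so a batch between supports is confounded with the support. A response of the strain that depends on the support stays open and was not tested beyond the interaction. Gene length and GC bias were not tested.

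On glass, 107 genes were called that the paper's list does not hold, 86 of them higher in Δ*csrA*, and on graphite electrodes 16. An adjusted p limit of 0.01 together with the requirement that all tools call a gene may account for most of them: with edgeR's exact test, DESeq2 and limma-voom together at an adjusted p under 0.01, 256 genes were called on glass, which include all 244 of the paper's list and 12 of the 107. With edgeR's quasi-likelihood test the limit alone does not, as 309 genes were called at 0.01, of which 242 are in the paper's list. The requirement of 3 tools alone, with 318 genes at 0.05, does not either, while limma-voom alone called 269 genes at 0.01, 244 of them in the paper's list. The totals of each of these 3 tools at that limit match those printed in the paper's Venn diagrams. NOISeq, which is not used here, stays open for the 12. On graphite electrodes the 3 tools together called 181 genes at that limit, all in the paper's list. There, edgeR's exact test (197 genes) and limma-voom (198) called as many at 0.01 as at 0.05, and DESeq2 called 182 in place of 192.

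GS_RS16375, with a log2 fold change of 4.87 on glass, had the second largest rise and is not in the paper's list. It had 1343 and 579 reads in Δ*csrA* and 8 and 7 in DL1, and it stayed called without each library in turn. Reads shared with a near-identical copy were not tested. No biological explanation was tested.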

How the results depend on the processing

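Library totals only, one effective limit for both strains, and the settings with an adjusted p under 0.01 were chosen after the data were seen, and the other alternatives before. The planned search for CsrA sites and its alternatives were not run, since the genome sequence is not used here. Leaving out low-count filtering changed nothing, as the filter removed no gene.

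With DESeq2's size factors, DESeq2, limma-voom, rRNA and tRNA left out, 3 tools together or an unadjusted p, the counts of called genes stayed within 1.5 times of 351 on glass, 197 on graphite electrodes, 79 shared genes and 276 interactions. Those of edgeR's exact test, which was not run on the interaction, did so for the other 3. With upper-quartile factors they did so too, but the split on glass moved from 189 higher and 162 lower to 262 and 112. With at least 10 counts in every library, 229 genes were called on glass, 108 of them higher, as fewer genes were tested.

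A 1.5-fold threshold called 996 genes on glass (447 higher, 549 lower) and 922 on graphite electrodes (458 and 464), of which 416 were shared, 342 in the same and 74 in opposite directions, and 678 interactions. No fold threshold called 1004 genes on glass (450 higher, 554 lower) and 1047 on graphite electrodes (509 and 538), of which 481 were shared, 389 in the same and 92 in opposite directions, and again 678 interactions. Both alternatives accept smaller changes by construction.

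Library totals without a normalization factor called 1702 genes on glass (1685 higher, 17 lower), 120 of them in the paper's list, and 435 on graphite electrodes (403 and 32), with 316 shared genes, 305 in the same and 11 in opposite directions, and 630 interactions (26 higher and 604 lower on graphite electrodes, against 122 and 154). Ribosomal RNA takes less of the Δ*csrA* libraries, and on glass *ssrA*, *rnpB* and GSU3410 take less of their other counts. How much each of these shifts the values was not tested. The scaling by library totals raises the median log2 fold change of all genes by 1.82 on glass and by 0.77 on graphite electrodes. Of the named genes called under one or both scalings, it reversed 14 on glass, to 1.77 for GSU3419, 1.62 for GSU1999, 0.26 for GSU2883, 0.11 for GSU0597, 0.091 for GSU0919, 0.018 for GSU1746, 0.28 for GSU2487, 0.10 for GSU2896, 0.24 for GSU3098, 0.17 for GSU3304, 1.77 for GSU2505, 0.16 for the rRNA genes GSUR010 and GSUR017 and 1.76 for GSUR0059. Genes called under neither scaling, such as GSU3044 (0.61), changed sign too. Another 27 of the 136 genes named on glass and 18 of the 122 named on graphite electrodes lost their call, and 21 and 5 gained one. One effective limit for both strains called 104 higher genes on glass, as did edgeR's exact test, DESeq2 and limma-voom together at an adjusted p under 0.01.

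Without each library in turn, between 330 and 396 genes were called on glass (178 to 220 higher, 152 to 200 lower, 223 to 233 of the paper's list), between 179 and 230 on graphite electrodes (101 to 137 higher, 74 to 99 lower, 157 to 175 of the paper's list), between 75 and 84 were shared (68 to 77 in the same and 5 to 7 in opposite directions) and between 257 and 303 interactions were called. The RT-qPCR genes kept 22 matching signs, with Pearson's r from 0.813 to 0.877 and Spearman's rho from 0.787 to 0.825.

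The replicates share only a number, and the replicate number as a block called 364 genes on glass, 242 of them in the paper's list, and 195 on graphite electrodes, 180 of them in that list. The deviations of same-numbered replicates from their strain's mean correlated at 0.267 on glass and 0.00489 on graphite electrodes.

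The first principal component held 83.4% of the variance over all genes and 87.4% on log2 CPM on glass, and 87.1 and 93.2% on graphite electrodes. The cause was not tested. Depth limits DL1 on glass most, where the median gene outside rRNA and tRNA had 57 and 58 counts.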

Differences from the paper's values

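The paper reports 103 upregulated genes on glass, and 189 were called here. Of the alternatives set before the data were examined, only at least 10 counts in every library (108) comes within 1.5 times of the paper's value. DESeq2's size factors (187), upper-quartile factors (262), no low-count filter (189), DESeq2 (164), limma-voom (180), edgeR's exact test (194), rRNA and tRNA left out (188), the replicate block (197), all 8 libraries in one fit (157), 3 tools together (161), an unadjusted p (194), a 1.5-fold threshold (447), no fold threshold (450) and each library left out in turn (178 to 220) do not. Chosen after seeing the values, one effective limit for both strains gives 104 and drops 17 of the paper's 244 genes, and edgeR's exact test, DESeq2 and limma-voom together at an adjusted p under 0.01 give 104 and drop 0. Also chosen after seeing the values, an adjusted p under 0.01 alone (156) and library totals (1685) do not come within 1.5 times.

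The paper names GSU2778 among the upregulated transporters on graphite electrodes. It is not in Supplementary Table 3 and is not analysed here on that support, and on glass its log2 fold change was 0.19. The other 6 transporters named there were called higher.

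Supplementary Table 5 marks GSU0714 as downregulated on glass, where it was not called here (−0.55), and GSU1855 as ND there, where it was called here (−3.04). It marks GSU1538 as upregulated on glass, where it was called here (1.64), though Supplementary Table 2 does not hold it. As printed in that table, 39 of the 76 sequences match the whole consensus the paper gives, and all 76 hold the core AAGGAG.

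The paper lists genes as changed on graphite electrodes only, and 7 of these 113 genes were called on glass here. In that list, 41 of the 89 genes that could be tested had an interaction call. With DESeq2, *omcX*, GSU1264 and GSU1855 were not called on glass.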

Other observations

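The test of CsrA sites was set before its result was seen. The tests of the limit on listed genes, of rRNA removal, of the deletion's local effect and of *recA*, and the run of genes from GSU0972 to GSU0992, were chosen after.

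On glass, 723 genes passed 1 CPM in both Δ*csrA* libraries alone and 11 in both DL1 libraries alone. With one limit on the TMM scale these numbers were 148 and 114, so a limit set on totals that hold rRNA may explain the gap. Among the genes over that limit, 40.8% of the calls on glass were higher in Δ*csrA*, against 53.8% of all calls, and the same limit may therefore also explain why higher genes prevail among all calls.

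The Δ*csrA* libraries held 6.67 and 4.10% of counts outside rRNA and tRNA on glass, against 2.67 and 2.32% in DL1. Less complete removal of rRNA in DL1 and more mRNA per rRNA in Δ*csrA* cannot be told apart. The stable RNAs *ssrA* (−1.25), *rnpB* (−1.23), *ssrS* (−0.05) and *ffs* (2.05) moved in different directions against mRNA on glass, which keeps it open. With library totals all 4 were above 0, at 0.51, 0.54, 1.76 and 3.90.

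The falls of *flgL* and *fliW* may be a local effect of the deletion on its own transcript, since GSU3044, the listed gene of the operon farthest from *csrA*, fell less (−1.26). A role of CsrA in the level of this transcript stays open and was not tested.

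The median of the log2 RT-qPCR ratio minus the log2 fold change was −0.71 over the 22 genes, with a bootstrap interval from −1.71 to −0.0858. A rise of the reference gene *recA* (0.80 on glass) would shift raised and lowered genes alike. The median was −1.54 in the raised genes (bootstrap interval −3.56 to −0.24) and −0.37 in the lowered ones (−1.26 to 0.62), so a shift of the lowered genes was not shown. The means, −1.72 and −0.48, did not differ past 0.05 (permutation test, p = 0.0778), and too few genes keep the explanation open. The errors of the ratios were not used in these comparisons.

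Of the paper's glass list, genes with a putative CsrA site were lower in Δ*csrA* in 67.3% and the others in 55.0% (two-sided Fisher's exact test, p = 0.122), so a link between a site and a fall was not shown, and the number of genes leaves it open.

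All 20 listed genes from GSU0972 to GSU0992 rose on both supports, between 2.24 and 3.85 on glass and between 1.47 and 3.52 on graphite electrodes, with medians of 2.73 and 2.52. The lowest value of any other run of as many listed genes was at most 0.61 on glass and 0.25 on graphite electrodes. The neighbours GSU0970 (−0.69), GSU0971 (−0.34) and GSU0993 (0.49) were not called on glass, though with library totals all 3 were above 0 (1.16, 1.44 and 2.23) and GSU0993 was called. No explanation was tested.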
